# OCT4 activates a *Suv39h1*-repressive antisense lncRNA to couple histone H3 Lysine 9 methylation to pluripotency

**DOI:** 10.1093/nar/gkac550

**Published:** 2022-06-28

**Authors:** Laure D Bernard, Agnès Dubois, Victor Heurtier, Véronique Fischer, Inma Gonzalez, Almira Chervova, Alexandra Tachtsidi, Noa Gil, Nick Owens, Lawrence E Bates, Sandrine Vandormael-Pournin, José C R Silva, Igor Ulitsky, Michel Cohen-Tannoudji, Pablo Navarro

## Abstract

Histone H3 Lysine 9 (H3K9) methylation, a characteristic mark of heterochromatin, is progressively implemented during development to contribute to cell fate restriction as differentiation proceeds. Accordingly, in undifferentiated and pluripotent mouse Embryonic Stem (ES) cells the global levels of H3K9 methylation are rather low and increase only upon differentiation. How global H3K9 methylation levels are coupled with the loss of pluripotency remains largely unknown. Here, we identify SUV39H1, a major H3K9 di- and tri-methylase, as an indirect target of the pluripotency network of Transcription Factors (TFs). We find that pluripotency TFs, principally OCT4, activate the expression of *Suv39h1as*, an antisense long non-coding RNA to *Suv39h1*. In turn, *Suv39h1as* downregulates *Suv39h1* transcription in cis via a mechanism involving the modulation of the chromatin status of the locus. The targeted deletion of the *Suv39h1as* promoter region triggers increased SUV39H1 expression and H3K9me2 and H3K9me3 levels, affecting all heterochromatic regions, particularly peri-centromeric major satellites and retrotransposons. This increase in heterochromatinization efficiency leads to accelerated and more efficient commitment into differentiation. We report, therefore, a simple genetic circuitry coupling the genetic control of pluripotency with the global efficiency of H3K9 methylation associated with a major cell fate restriction, the irreversible loss of pluripotency.

## INTRODUCTION

During development, the establishment and maintenance of distinct gene expression patterns supporting the identity of each cell type are closely linked to the regulation of chromatin states (1). Two broad states have been clearly and unambiguously identified: euchromatin, associated with transcriptionally active regions, and heterochromatin, associated with gene repression (2–5). Two major states of heterochromatin have been traditionally considered. Facultative heterochromatin refers to a repressive chromatin environment displaying high variability across developmental stages, cell types and cell states. Indeed, silent developmental genes are usually embedded in facultative heterochromatin (3,4). In contrast, ubiquitously silent elements such as retrotransposons and pericentromeric regions are locked by constitutive heterochromatin (4,5). These two types of heterochromatin have been thought to be distinguishable by several molecular signatures, with facultative heterochromatin being characterized by trimethylation of histone H3 lysine 27 (H3K27me3) and constitutive heterochromatin by H3K9me3, among other chromatin features (2–5). Nevertheless, recent data has challenged these strict definitions (3). On the one hand, constitutive heterochromatin can under some circumstances be transcribed or decorated by marks previously associated with facultative heterochromatin (6–8). On the other, while H3K27me3 and H3K9me2 were considered as major repressive mark for developmental genes, an increasing body of evidence points to H3K9me3 as an additional mean to silence developmental regulators as their expression is definitely shut down in particular lineages (9). Hence, even though the role of H3K9 methylation in genome stability is unquestionable (10), its importance in gene regulatory mechanisms during development appears to be equally important. Indeed, mouse knock-out (KO) models of H3K9 histone methyltransferases (HMTs) display penetrant phenotypes, particularly during gastrulation when pluripotency is lost and major differentiation events take place (11,12). Conversely, before reaching pluripotency during early mouse embryogenesis, the levels of H3K9 methylation are strictly controlled; promoting their increase, for instance by overexpressing the HMT SUV39H1, leads to developmental defects at the compaction stage (13,14).

While extensive research has contributed to our understanding of how the establishment and maintenance of H3K27me3 regulates developmental transitions (1–10), how the levels of H3K9 methylation are developmentally regulated is less clear. Yet, a major distinction has been identified, particularly using pluripotent cells such as mouse Embryonic Stem (ES) cells. Indeed, H3K27me3 characterizes developmental genes even before differentiation, when they are embedded in the so-called bivalent chromatin, which is simultaneously enriched for H3K27me3 and for marks of activity (15). Upon differentiation, H3K27me3 is either consolidated or erased in a cell-type-dependent manner (16). On the contrary, H3K9 methylation is more largely controlled at the level of its abundance: during differentiation the global levels of H3K9me2 and H3K9me3 increase drastically (17,18). Conversely, during the induction of pluripotency *in vitro* through reprogramming processes, H3K9 methylation has been shown to act as a major epigenetic barrier that is in part overcome by globally reducing its levels (18,19). Therefore, while H3K27 methylation is mainly controlled by altering its genomic distribution, the global levels of H3K9 methylation display correlated changes to the differentiation status. Beyond the role of H3K9 methylation to stabilise somatic cell identities (20), how its global levels are seemingly coupled to the acquisition and loss of pluripotency, and what consequences this coupling has, remain open questions.

In this study, we aimed at understanding the molecular basis of the link between H3K9 methylation and pluripotency. We find *Suv39h1* to be the only HMT tightly connected to the network of transcription factors (TFs) supporting pluripotency, particularly to its main player *Oct4*. The analysis of the mechanisms of *Suv39h1* repression by OCT4 led us to identify *Suv39h1as* (21) as a *Suv39h1*-repressive antisense long non-coding RNA (lncRNA (22)) directly activated by OCT4. Using CRISPR-Cas9 mediated deletion of the antisense promoters, we further show that its activity controls the efficiency of H3K9 methylation in ES cells and the timing of commitment into differentiation. Thus, our work identifies a simple genetic network that provides a mechanistic perspective into how the global levels of H3K9 methylation are regulated at the onset of differentiation to irreversibly exit pluripotency.

## MATERIALS AND METHODS

### Cell lines and generation of A8 and D8 *Suv39h1as* mutant cells

WT cells in this study are E14Tg2a ES cells, from which all mutant cells were derived. Dox-inducible knock-out cells as well as OCT-AID cells have been previously described (*Esrrb*: EKOiE (23), *Oct4*: ZHBTC4 (24), *Nanog*: 44iN (25), OCT-AID (26)). To generate ES cells deleted for the *Suv39h1as* promoter, a CRISPR-Cas9 approach was followed using gRNAs available in Supplementary Table S5. Additional details are available in supplementary methods and in Supplementary Figure S4.

### Regular cell culture and differentiation

Cells were cultured at 37°C, 7% CO2 on gelatine-coated plates in either FCS/LIF or in 2i/LIF, as indicated, and passaged every 2–3 days. Cells cultured in FCS/LIF were differentiated by withdrawing LIF for 3 days. N2B27 and EpiLC differentiation assays were performed with cells cultured in 2i/LIF for a minimum of 3 passages, after which LIF and 2i were withdrawn (for both N2B27 and EpiLC) and activin A, FGF and KSR supplemented (for EpiLC only). All details are available in supplementary methods.

### Commitment assays

For commitment assays, 600 cells obtained every day of differentiation in N2B27 were plated in poly-l-ornithine/laminin-coated wells of a six-well plate, cultured for 7 days in 2i/LIF and stained for alkaline phosphatase activity (supplementary methods).

### Immunostainings

To ensure direct comparisons, cell lines or conditions to be compared were individually labelled either with Rhodamine Red or with Deep Red dyes. The labelled cells were then collected, mixed at a 1:1 ratio and seeded onto poly-l-ornithine/laminin coated μ-slides. After 6 h of culture at 37°C and 7% CO_2_, they were prepared for immunostaining and imaged. Additional details are available in supplementary methods.

### Single molecule FISH and DNA-FISH

Single-strand probes for *Suv39h1* (47 oligos, 30 in exons, see sequences Supplementary Table S5) and *Suv39h1as* (35 exonic oligos, see sequences Supplementary Table S5) were used for smFISH and the position of each image recorded on the microscope. Subsequently, DNA-FISH was performed with a labelled fosmid (WIBR1-2188H11—from bacpac.chori.org) at the same positions (supplementary methods).

### ChIP-seq and ATAC-seq

Both assays and the corresponding libraries were performed and generated as previously described (27), with the exception that fixed Drosophila chromatin was spiked in to be used as an internal normaliser, and sequenced for 75 cycles in a NextSeq 500 (SR for ChIP-seq and PE for ATAC-seq). For ChIP-seq, adapters with UMIs to enable distinguishing true identical reads from PCR duplicates (27) were used to improve mapping of repetitive DNA. After alignment (Bowtie2) to both mouse and Drosophila genomes, mouse peaks were identified with MACS2 for ATAC-seq and with a previously described approach (28) for H3K9me3. Read counts at these regions were normalised to the total number of reads aligning to the Drosophila genome, considering for ChIP-seq both the ChIP and corresponding input of each replicate for H3K9me3. For ChIP-seq, for reads mapping at multiple positions only one was randomly kept; for ATAC-seq, all multi-mappers were excluded. Global analysis of repetitive elements was performed with RepEnrich (29) followed by DESeq2 (30).

## RESULTS

### Suv39h1 expression is under the control of OCT4 in ES cells

Using immunofluorescence, we first confirmed that differentiation of ES cells by LIF withdrawal leads to an increase of both H3K9me2 and H3K9me3, an increase that can also be observed in spontaneously differentiating cells in regular ES cell cultures, which express low levels of the pluripotency TFs OCT4 or NANOG (Figure 1A and Supplementary Figure S1A, B). Therefore, we hypothesized that one or several histone methyl-transferases or lysine demethylases (HMTs and KDMs, respectively) (2,5) could be directly controlled by pluripotency TFs and differentially expressed upon differentiation, linking the loss of pluripotency to increased H3K9 methylation. To assess this, we monitored mRNA levels of HMTs and KDMs using published RNA-seq datasets of undifferentiated and differentiating ES cells (31) (Figure 1B, Supplementary Figure S1C, Supplementary Table S1). We found three HMTs to be upregulated upon differentiation: *Suv39h1*, *Suv39h2* and *Glp*. In contrast, all tested KDM displayed minor changes below 2-fold (Supplementary Figure S1C). We reasoned that the increase of *Suv39h1*, *Suv39h2* and *Glp* expression could either be due to a direct control of their transcription by pluripotency TFs or to alternative, indirect, mechanisms. To address this, we assessed the impact of the loss of individual pluripotency TFs (*Oct4*, *Nanog* and *Esrrb*) using dox-inducible knock-outs (23–26) (Supplementary Figure S1D). For NANOG, we used available datasets (31); for OCT4 and ESRRB they were generated for this study (Supplementary Table S1). 

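Poly-A RNA was sequenced from ZHBTC4 cells, ES cells in which doxycycline (Dox) shuts off Oct4, and from EKOiE cells, ES cells in which Dox maintains Esrrb expression. ZHBTC4 cells were profiled without Dox and after 24 h with Dox, and EKOiE cells with Dox and 24 h after its removal, with 2 replicates per condition. The authors aligned the reads to mm10 with STAR, quantified them with RSEM and deposited values for 27127 genes under the name TPM. In each of the 8 libraries, 100% of the values are whole multiples of a single step and their sum is 10000000. They therefore equal reads per 10000000 with no scaling for transcript length, and they are given here as reads per 1000000 (RPM). The step gives totals of 15826093 to 27941685 reads per library. The median total was 22146715 reads in OCT4 controls, 20651273 after OCT4 depletion, 22975434 in ESRRB controls and 19063309 after ESRRB depletion. At these depths 3 reads, taken as the smallest level that can be shown, correspond to 0.107 to 0.190 RPM, which covers counting error only.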

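In ZHBTC4 cells, log2(RPM + 1) was compared with limma for the 12882 genes with a mean of at least 1 RPM, with Benjamini-Hochberg adjustment. Between control and OCT4-depleted cells, 281 genes passed an adjusted p of 0.05, of which 109 were higher and 172 lower, and 2286 genes had an unadjusted p under 0.05. The median log2 change of all tested genes was -0.10. It was -0.0025 with median-of-ratios size factors and -0.020 after a correction for GC content. Same-numbered control and depleted libraries deviated from their group means together, with a correlation of 0.891 across genes, which are not independent replicates. The alternative that moved this count most was the replicate block, with which 6407 genes passed, 2388 higher and 4019 lower, including all 281. The excess of lower genes was absent after the correction for GC content, with 944 higher and 862 lower. With the block added to that correction, 2701 were higher and 2702 lower. In simulated reads the replicate deviations of these libraries were added and made identical in same-numbered libraries. There the fit without the block recovered 0% of 200 genes changed 4-fold. The fit with the block recovered 100%, which this setting favours and which does not speak for the 6407 genes. The 281 genes thus do not limit how many changed. Among the genes past the threshold, the largest rises were those of Slc6a14 (4.04), Gata6 (3.31), Cdx2 (3.20), Fam70a (2.98) and Bhmt (2.97) on the log2 scale. The largest falls were those of Aoah (-4.77), Jam2 (-4.55), C330046G13Rik (-4.30), Trh (-4.29) and Dusp27 (-3.99). In EKOiE cells, where 12267 genes were tested, 0 genes passed, and 178 had an unadjusted p under 0.05. The correlation of same-numbered EKOiE libraries was -0.51 across genes. With the replicate block 0 genes passed and 60 had an unadjusted p under 0.05, and with the replicate numbers of the depleted cells exchanged 0 genes passed and 244 had an unadjusted p under 0.05. Of a list of 31 genes fixed beforehand from the paper, 27 were tested in ZHBTC4 cells. Among these 27 genes, 3 passed after adjustment over all genes tested and 8 after adjustment over the list alone, and 17 passed over all genes with the replicate block.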

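Suv39h1 (ENSMUSG00000039231) lies on the minus strand of chromosome X from 8061171 to 8074760 (mm10). Its level was 29.4 ± 1.28 RPM (SD, n = 2) in ZHBTC4 cells expressing OCT4 and 61.8 ± 3.52 RPM (SD, n = 2) after 24 h with Dox. The log2 fold change was 1.04 (standard error 0.16, adjusted p = 0.071 from limma with Benjamini-Hochberg adjustment over all genes, 0.016 over the list of named genes alone). This is a 2.06-fold change. Replicate 1 changed by 1.06 and replicate 2 by 1.03, and leaving out each library in turn kept the fold change between 1.98 and 2.15. When replicates were paired by the replicate block, the standard error of Suv39h1 was 0.08 and its adjusted p was 0.0014 from limma. In EKOiE cells Suv39h1 was measured at 31.1 ± 2.64 RPM (SD, n = 2) with Dox and 29.2 ± 5.57 RPM (SD, n = 2) after ESRRB depletion. That log2 fold change was -0.10 (standard error 0.22), within the spread between replicates. In a limma fit of the 8 libraries the changes of Suv39h1 in the 2 cell lines differed by 1.14 (standard error 0.25, Benjamini-Hochberg adjusted p = 0.083). This fit had no replicate block, so that it leaves out the shared deviation of same-numbered ZHBTC4 libraries. Among the other HMTs in OCT4-depleted cells, Suv39h2 changed by 0.09, Setdb2 by 0.04, Setdb1 by -0.28, Ehmt1 (Glp) by -0.34 and Ehmt2 (G9a) by -0.79. The sign of Setdb2 flipped to -0.04 after a correction for GC content. None of these other HMTs passed the threshold, with adjusted p between 0.566 and 0.933 from limma. With the replicate block, the falls of Ehmt2 (limma adjusted p = 0.0044) and Ehmt1 (limma adjusted p = 0.033) did pass, the latter not when the correction for GC content was added (limma adjusted p = 0.079). When each library was left out, Ehmt2 ranged from -1.56 to -0.02, Ehmt1 from -0.63 to -0.05 and Setdb1 from -0.42 to -0.13. Suv39h2 (-0.04 to 0.21) and Setdb2 (-0.10 to 0.17) changed sign. In EKOiE cells these other HMTs changed by -0.25 (Ehmt2) to 0.06 (Setdb2) with none past the threshold. Ehmt1 changed sign from -0.02 to 0.02 with median-of-ratios size factors. Leaving out each EKOiE library changed the sign of Ehmt2 (-1.13 to 0.63), Ehmt1 (-0.34 to 0.31), Setdb1 (-0.52 to 0.03) and Suv39h2 (-0.03 to 0.10).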

Only one HMT, *Suv39h1*, was found upregulated 24h after inducing the loss of pluripotency TFs, particularly of OCT4, which depletion leads to a 2-fold increase in *Suv39h1* mRNA levels (Figure 1B). Moreover, analysis of datasets from gastrulating mouse embryos (32) also showed *Suv39h1* to be the only HMT to be upregulated upon differentiation of the three main germ layers (Supplementary Figure S1E). Hence, after confirming *Suv39h1* expression changes by RT-qPCR (Supplementary Figure S1F), we hypothesized that OCT4 may act as a repressor of *Suv39h1* expression to maintain low levels of H3K9 methylation until the onset of differentiation. Exploration of available ChIP-seq datasets (27) (Figure 1C) and direct validation by ChIP-qPCR (Supplementary Figure S1G) identified a hotspot of pluripotency TFs, including OCT4, in the vicinity of *Suv39h1*. However, this TF binding hotspot was found located 3′ to *Suv39h1*, at around 27 kb of its promoter region. Notably, we noticed that this region coincides with the promoter region of an uncharacterized gene, *Gm14820* (*AK010638*), antisense to and largely overlapping *Suv39h1* (top of Figure 1C). This antisense transcript, *Suv39h1as*, has been previously identified in oocytes and suggested to oppose to *Suv39h1* expression at the oocyte to zygote transition (21).

**Figure 1.**
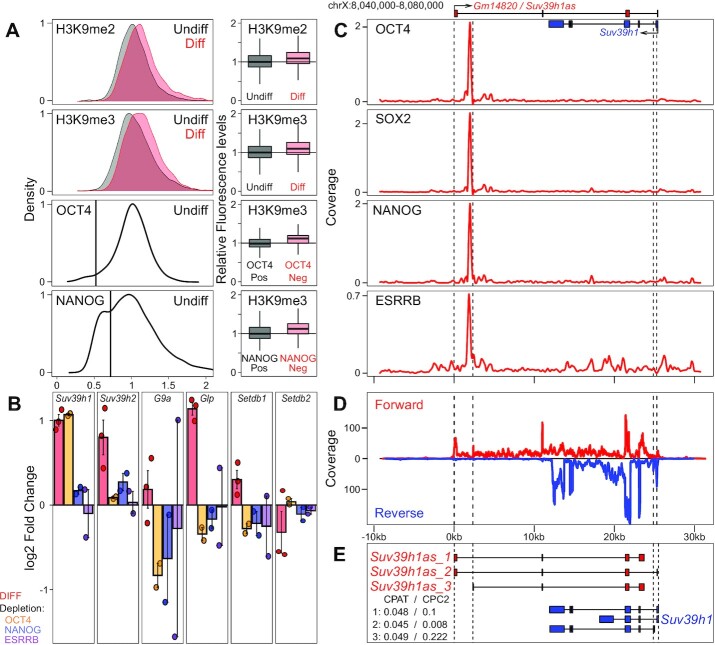
*Suv39h1* is downregulated by OCT4, which binds to the promoter of a *Suv39h1* antisense lncRNA, *Suv39h1as*. (**A**) On the left, distribution of H3K9me2, H3K9me3, OCT4 and NANOG in undifferentiated (black; *n* = 4503, 3150, 3276 and 5615 cells, respectively) and differentiating (3d of LIF withdrawal – red; *n* = 6231, 3755, respectively) ES cell populations assessed by immunofluorescence. On the right, boxplot corresponding to different populations shown on the left: for H3K9me2/me3 distributions, the boxplots compare undifferentiated and differentiating cells (KS test *P* < 10^–15^); for OCT4 and NANOG distributions, the boxplots compare H3K9me3 between positive/negative subpopulations of OCT4 or NANOG (vertical line on the left panels; KS test *P* < 10^–15^ for both TFs). (**B**) Log_2_ fold change of the indicated gene after differentiating ES cells as in (A) or 24h after inducing the depletion of individual TFs, as indicated, using Dox-inducible knock-out cells. Each dot represents an independent replicate and the bar and error bars the corresponding means and standard errors. *Suv39h1* upregulation upon differentiation or OCT4 depletion (*P* < 0.001) and *Suv39h2* and *Glp* upregulation upon differentiation (*P* < 0.05) are statistically significant (t test). (**C**) Average binding profile of OCT4, SOX2, NANOG and ESRRB (reads per million) across the *Suv39h1*/*Gm14820* locus (mm10, chrX:8 040 000–8 080 000). *Suv39h1* and *Gm14820/Suv39h1as* are schematically represented on top. (**D**) RNA-seq profile across the *Suv39h1*/*Suv39h1as* locus, with forward and reverse fragment counts expressed with positive and negative values. (**E**) Schematic representation of *Suv39h1as* (red) and *Suv39h1* (blue) isoforms as determined in Supplementary Figure S2. The coding probabilities calculated with CPAT and CPC2 algorithms are shown for the three isoforms of *Suv39h1as*. The vertical dashed lines in (C), (D) and (E) mark the position of *Suv39h1as* or *Suv39h1* promoters.

### Suv39h1as is an antisense long non-coding RNA

Stranded, total RNA-seq confirmed *Suv39h1as* to be expressed in ES cells, at levels comparable to *Suv39h1* (Figure 1D). Using de novo transcript assembly with all the RNA-seq datasets presented in Supplementary Table S1, together with direct cDNA cloning, sequencing and RT-qPCR, we identified several isoforms expressed in ES cells (Figure 1E and Supplementary Figure S2A–C). All isoforms initiate from two distinct promoters, located in proximity to the region bound by pluripotency TFs, exhibit overlapping exons with *Suv39h1* and terminate within *Suv39h1* or in the vicinity of its 5′ end. Notably, *Suv39h1as* is annotated as a long non-coding RNA (lncRNA). Accordingly, using two different algorithms (CPAT (33) and CPC2 (34)), the nearly absent coding potential of all *Suv39h1as* isoforms was confirmed (Figure 1E). To further characterize *Suv39h1as*, we assessed the stability of its RNA products and found the half-life of its spliced and unspliced forms to be around 12h and 1h30, respectively (Figure 2A). However, *Suv39h1as* splicing is relatively inefficient compared to *Suv39h1* or another protein coding gene, *Nanog* (Figure 2B), as is generally the case for lncRNA (22). Moreover, *Suv39h1as* was efficiently captured in poly-A selected RNA-seq, suggesting it is normally poly-adenylated (Supplementary Table S1). 

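Gm14820 (ENSMUSG00000087193), the annotated gene of Suv39h1as, lies on the plus strand of chromosome X from 8042943 to 8074619 (mm10), and it is annotated as antisense with 5 transcripts. In the poly-A libraries of ZHBTC4 cells it had 11.4 ± 1.86 RPM (SD, n = 2) in the presence of OCT4. After OCT4 depletion it had 0.579 RPM in replicate 1 and 0.291 RPM in replicate 2, above the 0.174 and 0.125 RPM that 3 reads give in these libraries. The log2 fold change was -3.11 (standard error 0.21, adjusted p = 0.037 from limma with Benjamini-Hochberg adjustment). The replicate block gave a standard error of 0.08 and a limma adjusted p of 0.00042. Without the filter on low values the adjusted p from limma was 0.097. The log2 fold change stayed between -3.26 and -2.96 without each library in turn, and it was -4.47 with a pseudocount of 0.1 and -4.70 with voom. In EKOiE cells Suv39h1as had 6.87 ± 0.495 RPM (SD, n = 2) with Dox and 6.21 ± 2.38 RPM (SD, n = 2) after ESRRB depletion, a log2 fold change of -0.16 (standard error 0.29) that does not exceed the replicate spread. The changes in the 2 cell lines differed by -2.95 (standard error 0.37, adjusted p = 0.022 from limma with all 8 libraries and no replicate block). From the capture of Suv39h1as in poly-A selected RNA, the paper proposes that the transcript is normally poly-adenylated.

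**Figure D1:**
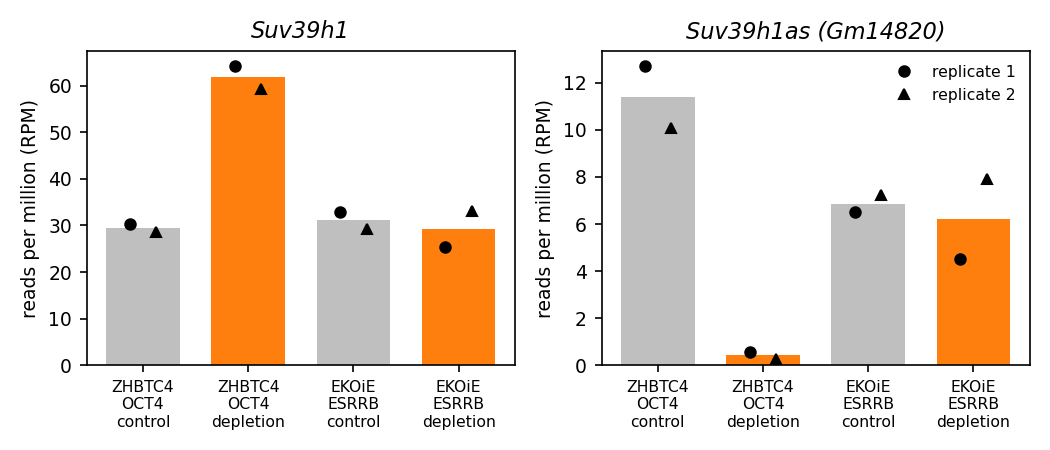
RPM (vertical axis) of Suv39h1 (left) and Suv39h1as (right) in ZHBTC4 and EKOiE cells with and without depletion of OCT4 or ESRRB. Bars are means of 2 replicates and symbols are single libraries. In OCT4-depleted cells Suv39h1 has a mean of 61.8 RPM against 29.4 RPM in controls, and Suv39h1as has a mean of 0.435 RPM against 11.4 RPM.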

Next, we aimed at visualizing *Suv39h1as* RNA molecules in single cells. For this, we designed oligonucleotides targeting *Suv39h1as* exons and performed strand-specific single molecule RNA-FISH (smFISH) coupled to DNA-FISH to identify the *Suv39h1as*/*Suv39h1* locus, using a fosmid covering the whole region (Figure 2C). We observed that *Suv39h1as* is mainly detected as a bright point in the nucleus, likely representing actively transcribed loci as it coincides with the DNA-FISH signal. A small number of single *Suv39h1as* RNA molecules could also be detected diffusing in the nucleus and, more rarely, in the cytoplasm. Quantification of the smFISH/DNA-FISH suggested a transcriptional frequency of around 50% in the population, with a median of six freely diffusing RNAs in cells presenting a transcriptionally active locus (Figure 2E). Hence, we conclude that the pluripotency TFs bind close to the two promoters of a *Suv39h1* antisense lncRNA, which is mostly localised at its site of transcription, poly-adenylated and poorly spliced even though the spliced isoforms are relatively stable. *Suv39h1as* is, moreover, conserved in humans (Supplementary Figure S2D).

**Figure 2.**
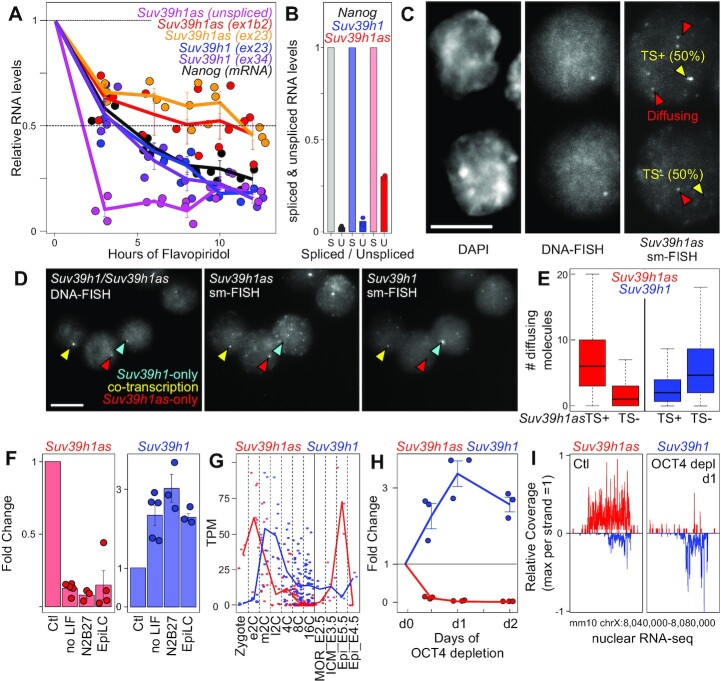
*Suv39h1as* is a nuclear, stable and lowly expressed lncRNA with anticorrelated expression dynamics to *Suv39h1*. (**A**) RT-qPCR analysis of the half-life of several RNA species during a transcription inhibition assay with Flavopiridol: *Suv39h1* mRNA, using two trans-exonic primer pairs between exons 2 and 3 (blue – ex23) or exons 3 and 4 (purple – ex34); *Suv39h1as*, using two trans-exonic primer pairs between exons 1b and 2 (red – ex1b2) or exons 2 and 3 (orange – ex23) or primer pairs amplifying the unspliced RNA (magenta); *Nanog* mRNA (black). Each dot represents an independent replicate and the line the corresponding mean and standard error. Ribosomal RNA (28s) was used for normalization. (**B**) Histogram representing unspliced RNA levels relative to corresponding spliced RNAs for *Nanog*, *Suv39h1* and *Suv39h1as*, as measured by RNA-seq. Each dot represents an independent replicate and the bar the corresponding mean. (**C**) Representative sm-FISH followed by DNA-FISH visualizing *Suv39h1as* RNA molecules and the *Suv39h1*/*Suv39h1as* locus, respectively, in undifferentiated WT cells. Red arrowheads indicate RNAs diffusing away from the locus, which is indicated by a yellow arrow. The proportion of actively transcribing cells is indicated (*n* = 358 cells). (**D**) Representative sm-FISH of *Suv39h1as* and *Suv39h1* RNA molecules, followed by DNA-FISH visualising the *Suv39h1*/*Suv39h1as* locus in WT cells (*n* = 358). Selected loci transcribing either *Suv39h1*, *Suv39h1as* or both genes are indicated with arrow heads: blue, *Suv39h1*-only (30%); red, *Suv39h1as*-only (30%); yellow for cells transcribing both (20%). (**E**) Boxplots (median; 25–75% percentiles; error bars) showing the number of *Suv39h1* diffusible molecules counted in cells presenting an active (TS+) or inactive (TS-) *Suv39h1as* gene (*n* = 358 WT cells). The increased of *Suv39h1* diffusing molecules in *Suv39h1*_TS- versus *Suv39h1as*_TS + was assessed with KS test (*P* < 10^–11^). (**F**) Fold change expression of *Suv39h1as* (red) or *Suv39h1* (blue) measured by RT-qPCR in differentiating WT cells versus undifferentiated controls (ctl). Differentiation was triggered for three days with three independent protocols: LIF withdrawal from FCS/LIF cultures (no LIF), 2i and LIF withdrawal from 2i/LIF cultures (N2B27) or EpiLC differentiation from 2i/LIF cultures (EpiLC). Values were normalized to *Tbp* and fold changes calculated to their respective control cultures. Each dot represents an independent replicate and the bar and error bars the corresponding means and standard errors. Gene expression differences were assessed against the respective undifferentiated controls (t test *P* < 0.05 for *Suv39h1* and *P* < 0.01 for *Suv39h1as* for all differentiation assays). (**G**) Mean expression dynamics of *Suv39h1* and *Suv39h1as* in published RNA-seq datasets of early mouse embryogenesis (left part, Zygote to 16-cell stage (35); right part, Morula, ICM and Epiblast (36)). (**H**) RT-qPCR analysis of *Suv39h1as* (red) and *Suv39h1* (blue) expression upon OCT4 depletion in ZHBTC4 cells treated with Dox for the indicated time. Values were normalized to *Tbp*. Each dot represents an independent replicate and the line the corresponding mean with standard errors. Each time-point was compared to untreated cells with a *t* test (*P* < 0.001 for *Suv39h1as* and *P* < 0.05 for *Suv39h1*). (**I**) Analysis of publicly available (37) nuclear RNA-seq over the *Suv39h1*/*Suv39h1as* locus in untreated and OCT4-depleted ZHBTC4 cells (1 day of Dox treatment), presented as in Figure 1D.

### Anticorrelated expression patterns of *Suv39h1* and *Suv39h1as*

To investigate *Suv39h1as* and*Suv39h1* expression patterns at the single cell level, we designed oligonucleotides across *Suv39h1* exons and introns to monitor *Suv39h1*/*Suv39h1as* expression by smFISH in parallel to DNA-FISH (Figure 2D). We found around 20% of cells actively transcribing both sense/antisense genes and around 30% transcribing either one or the other. Moreover, cells actively transcribing *Suv39h1as* displayed significantly fewer *Suv39h1* mRNA molecules (Figure 2E). Next, we differentiated ES cells using three independent protocols based on LIF withdrawal, N2B27 or EpiLC-directed differentiation. These three assays showed a strong reduction of *Suv39h1as* expression after 3 days of differentiation, when *Suv39h1* expression increases (Figure 2F). Moreover, exploration of published RNA-seq during early embryogenesis (35,36) confirmed the anticorrelated expression patterns of *Suv39h1*/*Suv39h1as* during key events (Figure 2G): first, following fertilization (as previously suggested (21)), when *Suv39h1as* is highly expressed but decreases rapidly followed by *Suv39h1* upregulation; second in the pluripotent ICM when *Suv39h1as* peaks at high levels, coinciding with a transient downregulation of *Suv39h1*. Hence, both *ex vivo* and *in vivo*, we observe anti-correlated expression dynamics of *Suv39h1*/*Suv39h1as*. Finally, to address whether *Suv39h1as* responds to OCT4 levels, we measured both RNA levels upon OCT4 depletion. We observed that the depletion of OCT4 leads to downregulation of *Suv39h1as*, reaching minimal levels of expression within 12 h and accompanied by a marked increase of *Suv39h1* expression that reached maximal levels after 24 h (Figure 2H). Analysis of published nuclear RNA-seq (37) further confirmed this observation, underscoring a dramatic transcriptional silencing of *Suv39h1as* upon OCT4 depletion and a strong transcriptional induction of *Suv39h1* (Figure 2I). Overall, *Suv39h1* and *Suv39h1as* display anticorrelated transcription levels upon differentiation and during early embryogenesis. This anticorrelation stems from single cell dynamics where the transcription of the antisense is accompanied by a reduction of the transcriptional frequency of *Suv39h1*. Since *Suv39h1as* is downregulated upon differentiation and upon the loss of OCT4, our data suggests that pluripotent TFs activate *Suv39h1as* transcription which, in turn, downregulates *Suv39h1* expression.

### The *Oct4-Suv39h1as-Suv39h1* circuitry

OCT4 depletion leads to *Suv39h1as* silencing within 12h (Figure 2H). However, to establish that this response is a primary effect mediated by OCT4 we aimed at analysing the effect of shorter OCT4 depletion. Using the same dox-inducible cells, we initially observed that *Suv39h1as* transcription assessed by unspliced RNA quantification starts to decrease as soon as 4 h after inducing OCT4 loss (Figure 3A, left). This prompted us to use a faster degradation system of OCT4, generated by fusion with an IAA-inducible degron (26). We observed a fast response of *Suv39h1as*, displaying a marked reduction of transcription as early as 2h after inducing OCT4 depletion (Figure 3A, right). In both systems, we observed that the loss of *Suv39h1as* transcription was followed by a nearly concomitant reduction of *Suv39h1as* mature RNA and an increase of *Suv39h1* mRNA. Hence, these analyses establish that *Suv39h1as* transcription responds rapidly to the loss of OCT4. This strengthens the notion that *Suv39h1as* is a direct OCT4 target that downregulates *Suv39h1* expression. To functionally establish the relationships between OCT4, *Suv39h1as*, *Suv39h1* and H3K9 methylation, we designed two gRNAs to delete 5.5 kb encompassing the two promoters of *Suv39h1as*. Two independent KO clones, A8 and D8, were generated (Supplementary Figure S3). RT-qPCR showed a complete extinction of *Suv39h1as* expression (Figure 3B). We then addressed the impact of *Suv39h1as* depletion on *Suv39h1* expression, both before and during differentiation. In the two mutant clones we observed an increase of *Suv39h1* expression in undifferentiated cells, reaching the levels observed upon differentiation in wild-type (WT) cells (Figure 3B). In differentiating cells, when OCT4 binding at the *Suv39h1as* promoter is abrogated (Supplementary Figure S4A), and *Suv39h1as* naturally silenced, the deletion had no impact (Figure 3B), as expected. Analysis of several differentiation markers (Supplementary Figure S4B, left) ruled out the possibility that differences in *Suv39h1* expression derive from indirect consequences linked to the differentiation status of the cells, as already suggested by the fast response of *Suv39h1as* transcription to OCT4 depletion (Figure 3A). Moreover, these results were independent of the differentiation protocol (Supplementary Figure S4C). Therefore, these results indicate that *Suv39h1as* acts as a pluripotency-associated repressor of *Suv39h1* expression. To more directly address whether OCT4 represses *Suv39h1* expression via *Suv39h1as*, we used siRNAs targeting *Oct4* to test whether in the absence of *Suv39h1as*, the loss of OCT4 would lead to any modification of *Suv39h1* expression. Whereas in WT cells the knock-down of *Oct4* (above 80% efficiency, Supplementary Figure S4D) led to higher *Suv39h1* expression, in mutant cells it was fully inconsequential (Figure 3C). Other OCT4-responsive genes, such as *Cdx2* (24), displayed similar changes in WT and mutant cells upon *Oct4* knock-down (Supplementary Figure S4B, middle panel). Thus, OCT4-dependent repression of *Suv39h1* only occurs in the presence of the promoter region of *Suv39h1as*, suggesting that it requires *Suv39h1as* transcription. Next, we performed smFISH to study *Suv39h1* upregulation with single cell resolution (Figure 3D). We observed a marked increase in the transcriptional frequency of *Suv39h1*, rising from 47.6% in WT to 76.3% and 74.1% in A8 and D8, respectively. Moreover, the number of *Suv39h1* mRNAs per cell also increased substantially, with virtually no cell displaying an absence of *Suv39h1* mRNAs (Figure 3E). This increase in *Suv39h1* transcription in mutant cells was accompanied by higher levels of SUV39H1 protein levels, reaching those observed in WT differentiating cells (Figure 3F). Altogether, our results indicate that OCT4 directly activates *Suv39h1as* transcription, which in turn transcriptionally downregulates *Suv39h1*, leading to reduced mRNA and protein levels. This simple genetic circuitry ensures increased SUV39H1 expression during differentiation.

**Figure 3.**
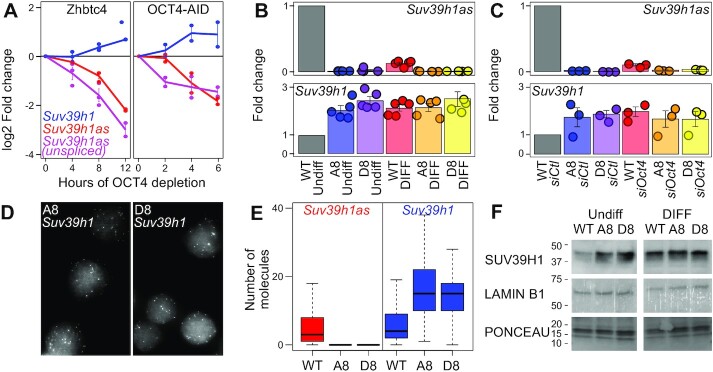
OCT4 represses *Suv39h1* via *Suv39h1as*. (**A**) Log_2_ expression fold change of *Suv39h1* (blue), *Suv39h1as* (red) and unspliced *Suv39h1as* (magenta) upon OCT4 depletion in ZHBTC4 (left) and OCT4-AID (right) cells. The X-axis shows the number of hours of treatment with Dox (ZHBTC4) and IAA (OCT4-AID). Two biological replicates per cell line and time-point are shown. The global effect of the treatments was assessed by comparing all time points together against untreated cells with a t test (*P* < 0.02 for both ZHBTC4 and OCT4-AID). (**B**) Expression fold change of *Suv39h1as* (top) and *Suv39h1* (bottom) in WT and *Suv39h1as*-mutant cells (A8 and D8) cultured in undifferentiated or differentiating conditions (3 days without LIF). Values were normalized to *Tbp*. Each dot represents an independent replicate and the bar and error bars the corresponding means and standard errors. The increase of *Suv39h1* in each clone versus WT cells was compared with a t test (p = 0.011 and 0.0016 for A8 and D8, respectively). (**C**) Expression fold change of *Suv39h1as* (top) and *Suv39h1* (bottom) in WT and *Suv39h1as*-mutant cells (A8 and D8) knocked-down with either control or *Oct4*-targeted siRNAs. Values were normalized to *Tbp*. Each dot represents an independent replicate and the bar and error bars the corresponding means and standard errors. The increase of *Suv39h1* expression upon OCT4 knock-down was assessed against control siRNAs with a *t* test (*P* = 0.027 in WT cells). (**D**) Representative sm-FISH images of *Suv39h1* in A8 and D8 cells (WT cells presented in Figure 2D). Differences in the frequency of active transcription sites were assessed with a Chi2 test (*P* < 10^–10^ for both clones against WT cells). (**E**) Boxplots (median; 25–75% percentiles; error bars) showing the number of *Suv39h1as* (red) or *Suv39h1* (blue) diffusible molecules counted in WT (*n* = 358) or mutant cells (A8, *n* = 289; D8, *n* = 270). Differences in the number of *Suv39h1* molecules were assessed with a Mann-Whitney test (*P* < 10^–15^ for both clones against WT cells). (**F**) Representative Western-Blot of SUV39H1, LAMIN B1 and corresponding Ponceau for WT and mutant cells (A8 and D8) in undifferentiated and differentiating (3 days without LIF) conditions. On the left of each image is indicated the protein scale in kDa.

### *Suv39h1as* modifies the chromatin of the *Suv39h1as*/*Suv39h1* locus

We have observed that in mutant ES cells lacking *Suv39h1as* expression, the transcriptional frequency of *Suv39h1* increases from 50 to 75% (Figure 3D). Similarly, upon OCT4 depletion *Suv39h1* pre-mRNA increases substantially (Figure 2I) and rapidly (Figure 3A). Moreover, the absence of *Suv39h1as* is not accompanied by increased stability of *Suv39h1* mRNAs (Supplementary Figure S5A). In contrast, in *Suv39h1as* mutant cells we observed increased chromatin accessibility of the *Suv39h1* promoter region (Supplementary Figure S5B and Supplementary Table S2). Therefore, *Suv39h1as* is likely to act as a transcriptional repressor of *Suv39h1*. 

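For ATAC-seq, in which the Tn5 transposase marks open chromatin, WT cells and the mutant clones A8 and D8 were profiled with 2 replicates each. The authors aligned the reads to the mouse and Drosophila genomes with Bowtie2, called peaks with MACS2, and normalised the reads in each peak to spiked-in Drosophila chromatin. The deposited table gives 47154 peaks with the mean of the 2 replicates of each genotype. The values of each library rise in steps of 1 read, and Supplementary Table S2 gives the values per replicate, for 1999 peaks in the shortened copy read here. From these steps the mean was split into its replicates, with a single solution for 47152 peaks (99.996%), and in 1999 of these 1999 peaks the split equals the values given there. Reads in peaks ranged from 1558492 (WT replicate 1) to 3437650 (WT replicate 2), with 2246463 and 2480285 in A8 and 1991748 and 2123659 in D8. The median peak held 26 reads in WT replicate 1 and 57 in WT replicate 2. After normalisation the values of replicate 1 lay above those of replicate 2, by a median log2 ratio of 1.09 in WT, 0.95 in A8 and 0.46 in D8.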

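The peak at the Suv39h1 promoter (chromosome X, from 8074389 to 8075228 in mm10) had deposited means of 28.9 in WT, 43.6 in A8 and 41.7 in D8, in spike-in normalised reads. These are a 1.51-fold and a 1.45-fold change over WT. In WT the replicates had 28.1 (16 reads) and 29.6 (79 reads). In A8 they had 55.2 (52 reads) and 32.0 (64 reads), and in D8 46.3 (40 reads) and 37.2 (48 reads). All 4 mutant libraries lay above both WT libraries. Against the WT library of the same number, replicate 1 rose 1.97-fold in A8 and 1.65-fold in D8, and replicate 2 rose 1.08-fold and 1.25-fold. The log2 change of the mean of both clones was 0.52 (standard error 0.62, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment over 47152 peaks). A two-sided exact permutation test over the libraries gave p = 0.133, where the smallest p of the design is 0.0667. This test ignores the difference in scale between replicates 1 and 2. Deviations of same-numbered libraries correlated across peaks with 0.258 between WT and A8 and 0.342 between WT and D8. With the replicate block the standard error was 0.33 and the adjusted p from limma stayed at 1.00 (unadjusted p = 0.112). With each library also centred on its median, a fit added after the data were seen, the log2 change was 0.57 (standard error 0.25). The limma p of that fit was 0.0497 unadjusted and 0.987 adjusted. With a pseudocount of 5 the log2 change was 0.47, and it was 0.45 with voom on the split reads and the replicate block, which was added after the result was seen and moved the value most among the alternatives with all libraries. It ranged from 0.33 to 0.71 when each library was left out. Over the deposited means, 552 of the peaks (1.17%) rose as much as this one. From the higher accessibility, set beside the unchanged mRNA stability, the more frequent transcription of Suv39h1 in the mutants and the rise of its pre-mRNA upon OCT4 depletion, the paper proposes that Suv39h1as represses the transcription of Suv39h1.

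**Figure D2:**
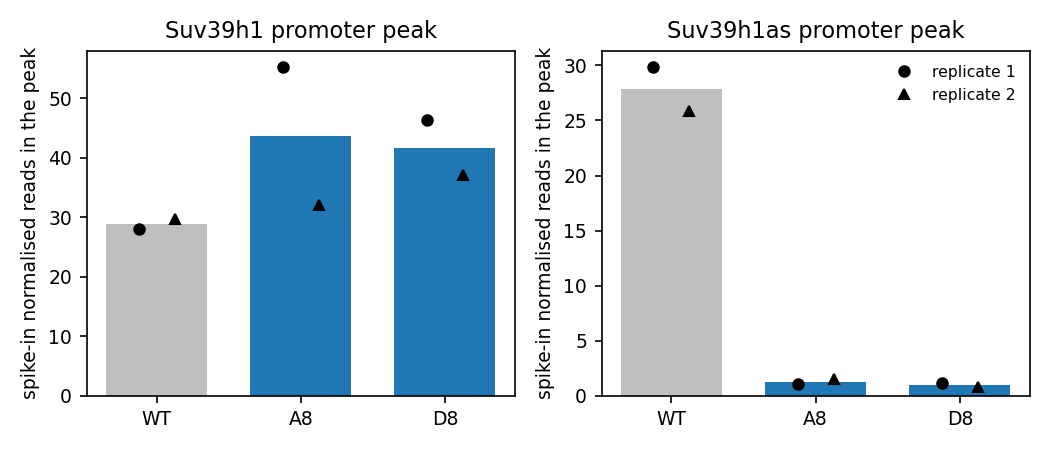
Spike-in normalised reads (vertical axis) in the ATAC-seq peaks at the Suv39h1 promoter (left) and the Suv39h1as promoter (right) in WT, A8 and D8 cells. Bars are means of 2 replicates and symbols are single replicates. At the Suv39h1 promoter the A8 replicates lie at 55.2 and 32.0 and the WT replicates at 28.1 and 29.6.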

To explore this, and given that other antisense transcription units have been shown to modify the chromatin of their corresponding sense gene (38–40), we used a ChIP approach to establish the histone modification profile of the locus (Figure 4). First, we monitored H3K4 methylation profiles. We found H3K4me1/me2, which usually mark transcriptionally competent regions (41), to globally decorate the locus with minimal focal accumulation at promoters. Conversely, H3K4me3, a mark of activity (41), was focally enriched at the *Suv39h1* promoter and displayed low levels over the antisense promoter. We then profiled the active histone acetylation marks H3K9ac and H3K27ac. Similarly to H3K4me3, we found H3K9ac to preferentially mark the *Suv39h1* promoter. In contrast, both sense and antisense gene promoters where enriched for H3K27ac. In mutant cells, we observed a global decrease of H3K4me1/me2 over the region transcribed by *Suv39h1as*, particularly before it reaches the *Suv39h1* gene body (Figure 4), indicating its transcription promotes the establishment of these marks. The lack of H3K4me1/me2 reduction within the region transcribed by both genes suggests that the increased transcription of *Suv39h1* may have a compensatory role. Moreover, H3K4me2, H3K9ac and H3K27ac, all marks of gene activity, showed a slight but statistically significant increase at the *Suv39h1* promoter in the absence of *Suv39h1as* (Figure 4). Altogether, this analysis suggests that the loss of *Suv39h1as* leads to increased *Suv39h1* transcription at least in part mediated by increased euchromatinisation and accessibility of the *Suv39h1* promoter. While undeniably small, the effects of the loss of *Suv39h1as* on the *Suv39h1* promoter can be reproduced with different assays measuring chromatin activity.

**Figure 4.**
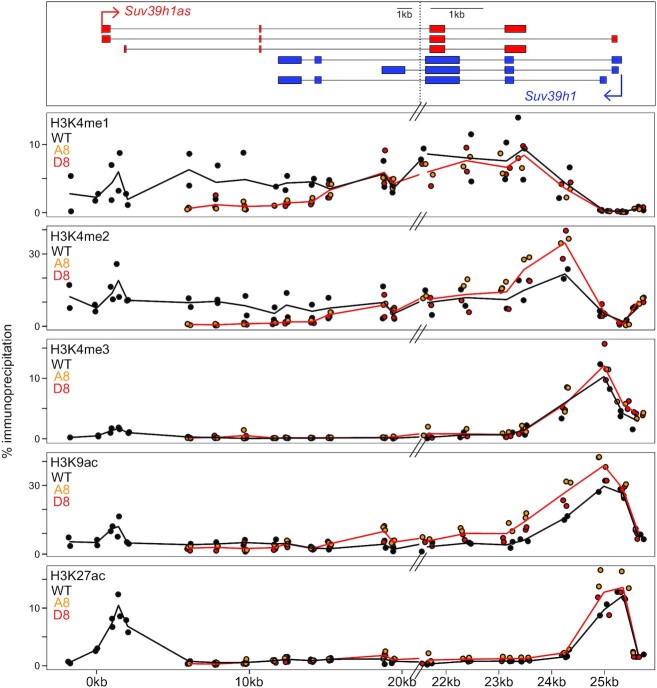
*Suv39h1as* triggers complex chromatin changes across the locus. Chromatin immunoprecipitation profile of H3K4me1, H3K4me2, H3K4me3, H3K9ac and H3K27ac, as indicated, across *Suv39h1*/*Suv39h1as* locus in WT (black) and *Suv39h1as*-mutant cells (A8, yellow dots; D8, red dots; the red line represents the average of all data points for mutant clones). The X-axis represents genomic distances in kb with respect to the *Suv39h1as* transcription start site, as schematized on top. Note a break on the scale of the genomic coordinates at around X = 21kb. For the analysis of the locus-wide effects of the loss of *Suv39h1as* on H3K4me1 and me2, all values obtained with primer pairs located between coordinates +6 and +15 were considered (*t* test *P* < 0.001); for the effects measured at the promoter region, the position showing the highest difference for each histone mark was used (*t* test *P* < 0.05 for H3K4me2/me3, H3K9ac and H3K27ac).

### Global increase of H3K9me2 and H3K9me3 in *Suv39h1as* mutant ES cells

The absence of *Suv39h1as* transcription in ES cells leads to increased SUV39H1 protein levels (Figure 3F), as confirmed by immuno-fluorescence: heterochromatic regions such as chromocenters prominently accumulate SUV39H1 in mutant cells (Figure 5A, Supplementary Figure S6A). Consequently, in both mutant clones we observed higher levels of H3K9me2 and H3K9me3 (Figure 5B, left panel), similar to those observed in WT differentiating cells (Supplementary Figure S6B), establishing a direct link between *Suv39h1as* and the global levels of H3K9 methylation in ES cells. According to the preferential enrichment of SUV39H1 at chromocenters, where H3K9me3-enriched peri-centromeric heterochromatin clusters (5), the increase of H3K9me3 in *Suv39h1as* mutant cells was higher than that of H3K9me2 (Figure 5B left panel). Hence, we aimed at more precisely characterise H3K9me3 in WT and *Suv39h1as* mutant cells by ChIP-seq. 

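H3K9me3 ChIP-seq was performed in WT, A8 and D8 cells with 2 replicates per genotype, each with an input library, and with fixed Drosophila chromatin spiked in. The authors aligned reads to the mouse and Drosophila genomes with Bowtie2, kept 1 alignment at random for reads with several, removed duplicates with molecular identifiers, and took the ratio of spike-in normalised ChIP to input. The deposited table gives for each region the mean ratio of the 2 replicates of each genotype, and the number of reads behind a ratio is unknown. The copy of Supplementary Table S3 read here was cut short and gives values per replicate for 1999 regions, of which 1798 are on chromosome 4 and 201 on chromosome 1. The mean of the replicates there equals the deposited value to within 3.5e-09. No paired analysis was possible over all regions because the deposited table holds no separate replicates and the copy of the supplementary table that gives them ends after these 1999 regions.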

We identified 48,584 regions with more than 3-fold enrichment of H3K9me3 compared to the corresponding input in either WT or in at least one mutant clone (Supplementary Table S3). 

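The deposited table lists 48584 regions (mm10) of 2000 to 163000 bases, with a median length of 4000 bases and 235 Mb covered in total. A median of 57.2% of the bases of a region lies in repeats, against 36.4% of the genome. The mean ratio of ChIP to input was at least 3 in 41012 regions in WT (84.4%), in 43223 in A8 (89.0%) and in 47152 in D8 (97.1%). There were 7566 regions at 3 or more in a mutant and below 3 in WT, and 260 at 3 or more in WT and below 3 in both mutants. In 6 regions all 3 genotype means were below 3.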

Comparative analysis of WT and mutant cells showed that the vast majority of these regions display higher H3K9me3 enrichment in the absence of *Suv39h1as* (Figure 5C), in magnitudes similar to those observed by immuno-fluorescence (Figure 5B, right panel). 

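Of the 48584 regions, 37057 (76.3%, 95% Wilson interval 75.9% to 76.7%, which covers counting error over regions only) had a higher log2 ratio of ChIP to input in the mean of A8 and D8 than in WT. The median log2 change was 0.18, a 1.13-fold change, with quartiles of 0.01 and 0.36. The median ratio was 3.95 in WT, 4.25 in A8 and 4.74 in D8. The alternative that moved the share most was to centre each genotype on its median, which sets the median change in advance and gave 48.7%. Among the regions at 3 or more in WT, 72.3% were higher in the mutants. A8 alone was higher than WT in 63.1% of the regions (median log2 change 0.10) and D8 alone in 81.6% (0.25). With the regions divided into 4 equal groups by their ratio in WT, the median log2 change was 0.40 in the lowest group and 0.04 in the highest. The lowest group had a median WT ratio of 2.89 and held the 7566 regions listed only through a mutant. That choice favours a rise there, so the 0.40 is not free of it.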

We also observed that more than 80% of H3K9me3-enriched regions overlap with retrotransposons (either LTRs, LINEs, or both; Figure 5D) and only minimally with cis regulatory elements (cRE in Figure 5D), as previously showed (7). 

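In the 1999 regions of Supplementary Table S3 that could be read, the authors' overlap class is LINE and LTR for 911 regions (45.6%), LINE for 585 (29.3%) and LTR for 263 (13.2%). Together these are 1759 regions or 88.0% (95% Wilson interval 86.5% to 89.3%), and 87.9% of the length they cover. With a mean ratio of at least 4, the share was 90.3% of 1354 regions. A further 195 regions (9.75%) have the class gene and regulatory elements, and 45 (2.25%) have none. The log2 change of the mutants over WT had a median of 0.20 in the class LINE and LTR, 0.21 in LINE, 0.18 in LTR, 0.10 in gene and regulatory elements and 0.32 in the 45 regions with none.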

Next, we quantified the effect of *Suv39h1as* KO at repetitive elements. We observed a strong bias towards a global and moderate increase of H3K9me3 over a multitude of families (Figure 5E, Supplementary Table S4), most notably at major satellites of peri-centromeric regions (red dot in the left panel of Figure 5E and Supplementary Figure S6C), but also at retrotransposons such as LINE L1s or LTRs (ERVKs and ERVLs; Figure 5E and Supplementary Figure S6D). 

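The reads on repeat families are not in the deposited tables, and the values per family are those of the paper (Supplementary Table S4). That table lists 1067 families, of which 1046 are higher in the mutants and 753 have an FDR under 0.05, all 753 higher, with a median log2 change of 0.23. The medians computed here from that table are 0.24 for 118 L1 families, 0.21 for 249 ERVK families, 0.25 for 99 ERVL families and 0.27 for 6 satellite families, and the 1 family of the class centr is at -0.02. The satellite median covers 6 families and does not give the level of major satellites alone. Similar medians occurred in other classes, with 0.24 for 61 tRNA families (5 with an FDR under 0.05) and 0.23 for 69 hAT-Charlie families (51). Lower ones were 0.11 for 3 rRNA families and 0.08 for the 1 simple repeat family. The rise was thus not particular to retrotransposons and satellites. Among the deposited regions, those with a repeat content at or above the median changed by a median of 0.18 on the log2 scale and the others by 0.17. In the chromosome 6 window of Supplementary Figure S6D there are 4 regions. The region from 71952001 to 71965000 had mean ratios of 6.48 in WT, 6.96 in A8 and 7.78 in D8. The region from 72010001 to 72014000 had 2.99, 3.34 and 4.76 in the same order. The region from 72033001 to 72041000 had 4.84, 5.71 and 5.78, and that from 72079001 to 72082000 had 3.86, 5.05 and 5.81.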

We conclude that *Suv39h1as* mutant cells display increased efficiency to trigger heterochromatin in ES cells.

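The spread between libraries was measured in the 1999 regions with values per replicate. The median log2 ratio of ChIP to input was 2.10 and 1.90 in the WT replicates, 2.22 and 2.03 in A8, and 2.41 and 2.08 in D8. The mutant libraries exceeded the WT libraries by 0.18 on average, against a replicate SD of 0.17, and a two-sided exact permutation test over the 6 libraries gave p = 0.333, where the smallest p that the design allows is 0.0667. This test ignores that replicate 1 lay above replicate 2 in each genotype. With the WT label exchanged only among libraries of the same number, the two-sided exact permutation p was 0.111, the smallest that the 9 arrangements allow. Between libraries of the same number the difference was 0.21 in replicate 1 and 0.16 in replicate 2. In these regions 76.7% were higher in the mutants, 76.4% in replicate 1, 66.5% in replicate 2 and 52.1% in both. Without each library in turn the median log2 change over the regions stayed between 0.08 and 0.30. With limma, 13 of the 1999 regions passed an adjusted p of 0.05 (Benjamini-Hochberg), 12 higher and 1 lower in the mutants, and 183 had an unadjusted p under 0.05. Deviations of same-numbered libraries correlated across regions with -0.072 between WT and A8 and 0.010 between WT and D8. With the replicate block 0 regions passed and 242 had an unadjusted p under 0.05. From the higher H3K9me3 over regions and repeat families, the paper concludes that Suv39h1as mutant cells trigger heterochromatin with increased efficiency.

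**Figure D3:**
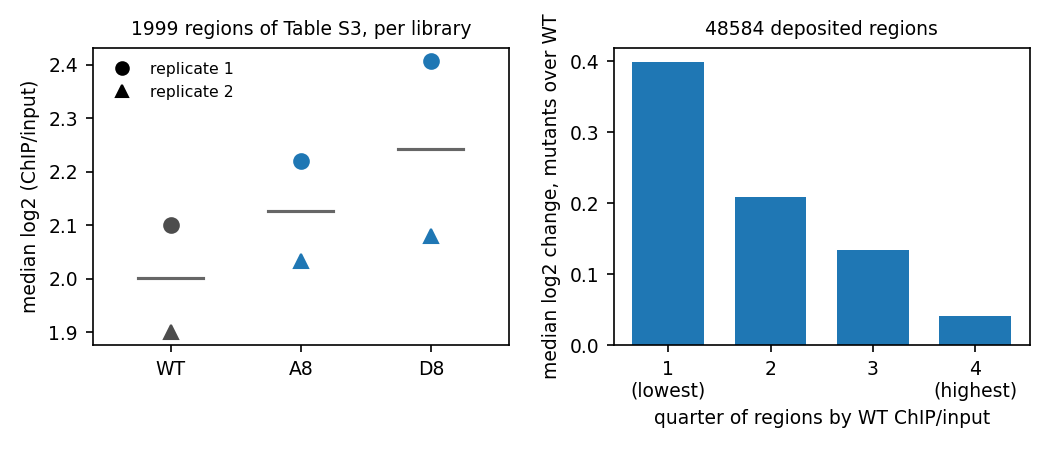
On the left, the median log2 ratio of ChIP to input (vertical axis, which does not start at 0) over the 1999 regions of Supplementary Table S3 that could be read, in each WT, A8 and D8 library, with a line at the mean of the 2 replicates. On the right, the median log2 change of the mutants over WT in 4 equal groups of the 48584 regions ordered by their WT ratio, from 0.40 in the lowest to 0.04 in the highest. The lowest group holds the 7566 regions listed only through a mutant, which favours a rise there.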

**Figure 5.**
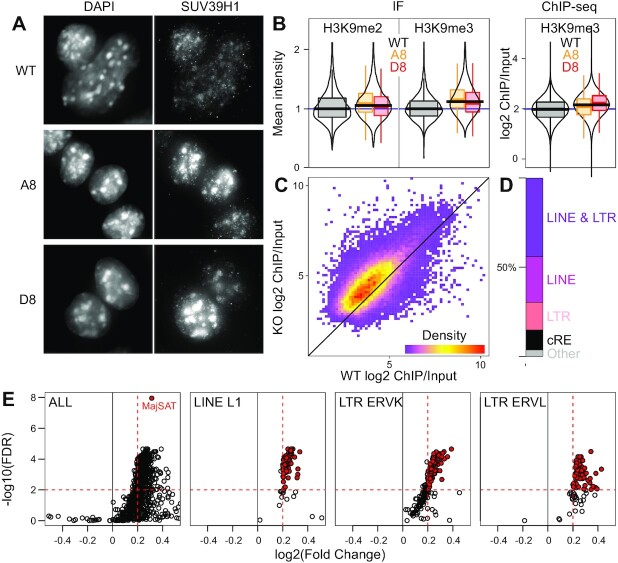
Global increase of H3K9 methylation in *Suv39h1as* mutant cells. (**A**) Representative SUV39H1 immunofluorescence of WT and *Suv39h1*-mutant ES cells (A8 and D8). (**B**) Violin and boxplots (median; 25–75% percentiles; error bars) of H3K9 methylation levels measured by immunofluorescence (left) or ChIP-seq (right). Immunofluorescence data shows relative mean intensity values of WT (black; *n* = 12881 for H3K9me2 and *n* = 12053 for H3K9me3) or mutant cells (A8, yellow, *n* = 3553 cells for H3K9me2 and 2081 for H3K9me3; D8, red, *n* = 5050 cells for H3K9me2 and 2641 for H3K9me3). KS tests were performed to compare WT and mutant cells (*P* < 10^–8^ for both marks and cell clones). ChIP-seq data shows log2 fold change of H3K9me3 over input, calculated after normalising both values to internal Drosphila spike in controls, for all the regions identified as H3K9me3-enriched in either WT or mutant clones. Differences between WT and mutant cells were evaluated with KS tests (*P* < 10^–15^ for both clones). (**C**) Scatter plot (X-axis: H3K9me3 levels in WT cells; Y:axis: mean H3K9me3 levels of the two mutant clones) corresponding to the data shown in (B). (**D**) Proportion of H3K9me3-enriched regions overlapping with both LINE and LTR retrotransposons or with only one of the two families or with cis-regulatory elements (55) (cRE) or with none of the above (Other). (**E**) Global analysis of repetitive elements (29), visualised as a volcano plot (X-axis: log_2_ fold change between mean H3K9me3 levels in mutant clones and WT cells; Y-axis: -log10(FDR); both calculated with DESeq2 (30) and considering Drosophila spike in controls. The first panel shows all repeat families, with major Satellites highlighted in red. The three following panels display selected families, as indicated, with red points highlighting elements with FDR < 0.01 and log2(FC) >0.2.

### The lack of *Suv39h1as* leads to accelerated differentiation commitment

We finally wondered whether the increase of H3K9 methylation taking place in *Suv39h1as* mutant cells had any physiological impact. First, we used clonal assays to assess self-renewal and differentiation efficiency (Figure 6A, B). Either in conditions of reinforced self-renewal (2i/LIF), in traditional serum-containing culture medium (FCS/LIF) or in the absence of LIF (FCS), the number of alkaline-phosphatase colonies, a marker of pluripotent cells, was similar between WT and mutant clones. Hence, the presence of increased H3K9 methylation is largely inconsequential for self-renewal and for the loss of pluripotency. In agreement, both WT and mutant cells proliferate and differentiate normally, as evaluated morphologically (Supplementary Figure S7A) and by marker expression (Supplementary Figure S7B and Supplementary Figure S4B). However, during differentiation, the role of H3K9 methylation is to restrict cell fate and developmental competence (9,18,28,42), more than to elicit differentiation, with SUV39H1 playing a preponderant role in lineage-dependent maintenance of gene silencing in somatic cells (43). Therefore, we reasoned that the loss of *Suv39h1as* could modulate the timing of commitment into differentiation. To test this, we used an established assay (44) whereby WT and mutant clones were differentiated in parallel and, every day, the cells were harvested and reseeded clonally in 2i/LIF: only those cells that were not yet committed into irreversible differentiation can self-renew and form undifferentiated colonies (Figure 6C, D). As previously shown (44), we observed that commitment took place between days 2 and 3 in WT cells, with a reduction in clonogenicity of nearly 90% (Figure 6D). In mutant cells, however, the reduction in the number of undifferentiated colonies was more marked from day 2.5 onwards (Figure 6D). Therefore, the premature establishment of higher levels of H3K9me2/me3 in ES cells facilitates the irreversible commitment into differentiation, in line with the role of these repressive marks in locking cell fate changes (20).

**Figure 6.**
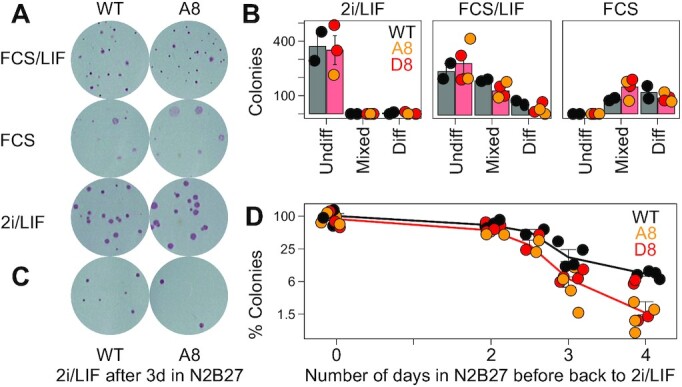
Accelerated commitment into differentiation in the absence of *Suv39h1as*. (**A**) Representative alkaline-phosphatase staining of ES cell colonies cultured as indicated. (**B**) Number of WT or *Suv39h1as*-mutant (A8, orange points; D8, red points) colonies characterized as undifferentiated, mixed or differentiated after culturing them as indicated. Each dot represents an independent replicate and the bar and error bars the corresponding means (black for WT and red for the mean of all data points for mutant clones) and standard errors. (**C**) Alkaline-phosphatase staining of ES cell colonies cultured in 2i/LIF after 3 days in N2B27 for WT and *Suv39h1as*-mutant cells (A8). (**D**) Percentage of alkaline-phosphatase positive colonies cultured in 2i/LIF after differentiating them for the indicated number of days (X-axis) in N2B27. D0, undifferentiated cells were set as 100%. Each dot represents an independent replicate (WT, black; *Suv39h1as*-mutant clones in orange, A8, and red, D8) and the line the corresponding mean and standard error (all mutant data points were averaged to obtain the red line). Differences between WT and the mean of the two mutant clones were evaluated with Mann-Whitney tests using raw colony numbers (*P* = 0.0666, 0.0020 and 0.0041 for days 2.5, 3 and 4, respectively).

## DISCUSSION

In this study, we have identified a genetic network linking the control of the global levels of H3K9 methylation to pluripotency. The pluripotency network, mainly through OCT4, activates *Suv39h1as*, an antisense lncRNA to the *Suv39h1* gene; in turn, *Suv39h1as* represses *Suv39h1* expression. Consequently, the level of H3K9 methylation is reduced. Upon differentiation, the collapse of the pluripotency network leads to the silencing of *Suv39h1as*, enabling increased SUV39H1 expression and H3K9 methylation, which affects the timing and efficiency of the irreversible commitment into differentiation. Given the lack of strong effects at a small number of defined regulators of differentiation in *Suv39h1as* mutant cells, our data suggest that their faster commitment into differentiation is achieved by globally ameliorating the efficiency of H3K9 methylation, as illustrated by higher levels of H3K9me3 at peri-centromeric major satellites and at retrotransposons. During exit from pluripotency, when proper epigenetic silencing is implemented (45), the enhancement of heterochromatinization may enable the long-term changes of gene expression required to acquire new cell identities. Moreover, it is noteworthy that the *Oct4*-*Suv39h1as*-*Suv39h1* genetic axis may also act as a time-delay generator, enabling ES cells to filter out transient and short fluctuations of the pluripotency network (46): only a long decrease in activity of pluripotency TFs, such as that occurring during the exit from pluripotency, may be sufficient to elicit the increase in SUV39H1 expression that will follow the extinction of *Suv39h1as*.

Antisense lncRNAs are frequent in mammals, with 29% of canonical protein coding genes displaying antisense transcription (47). Given their antisense orientation and the resulting complementarity, antisense lncRNAs can theoretically regulate their cis-linked sense gene through a wide variety of mechanisms. By deleting the *Suv39h1as* promoter region, we found that *Suv39h1as* controls the transcriptional frequency of *Suv39h1*, whose promoter becomes more accessible and enriched in euchromatin marks. Additionally, *Suv39h1as* mutants display no changes of *Suv39h1* mRNA stability. Moreover, OCT4 depletion leads to a fast silencing of *Suv39h1as*, accompanied by a transcriptional induction of *Suv39h1* that takes place almost concomitantly to the decrease of mature *Suv39h1as* RNA. Altogether, this data supports the notion of a transcriptional control of the *Suv39h1* promoter by *Suv39h1as*, either by the act of *Suv39h1as* transcription itself or through mechanisms involving the unspliced *Suv39h1as* RNA. Notably, this ambiguity characterises other well-known pairs of sense/antisense genes, such as *Xist*/*Tsix* (38–40). Like the loss of *Tsix*, that of *Suv39h1as* results in complex chromatin changes, which suggest that *Suv39h1as* triggers H3K4me1 and me2 throughout the locus and, at the same time, reduces the enrichment for active histone marks and the accessibility of the *Suv39h1* promoter. Even though the reminiscence of these effects to those triggered by *Tsix* are striking, possibly revealing a general property of antisense transcription, we cannot exclude that they are indirect consequences of a transcriptional induction of *Suv39h1* mediated by other mechanisms. For instance, a direct competition between *Suv39h1*/*Suv39h1as* and other gene promoters for shared enhancers could play an important role (48). In agreement, exploration of the topology of the extended *Suv39h1*/*Suv39h1as* locus suggests that the 3D organization is compatible with the involvement of 3D events (Supplementary Figure S8A); nevertheless, neither chromatin accessibility (Supplementary Figure S8B,C), nor expression analyses of genes previously identified (49) as sharing at least a common enhancer with *Suv39h1*/*Suv39h1as* (Supplementary Figure S8D), display any change in our mutant cells. This indicates that *Suv39h1as* has a very local and specific role within the locus: to control the promoter activity of *Suv39h1*. Nevertheless, other additional mechanisms cannot be excluded, such as direct collisions of the sense/antisense polymerases (50) or post-transcriptional mechanisms involving splicing (51).

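In the window of the extended locus, 14 ATAC-seq peaks lie outside the promoters of Suv39h1 and Suv39h1as. With limma over all peaks, 0 of the 14 passed an adjusted p of 0.05 (Benjamini-Hochberg), and 0 had an unadjusted p under 0.05, and the replicate block also gave 0 and 0. Adjusted over the peaks of the window alone, 0 of the 14 passed. Their log2 changes, mutants over WT, ranged from -0.27 (from 7928149 to 7928827, at the start of Eras) to 0.28 (from 8001888 to 8003404), and 8 of the 14 rose. The standard error of each was 0.62, and 0.33 with the replicate block. In the fit of all libraries, 0 of the 14 rose more than the Suv39h1 promoter peak. Without WT replicate 1 this was 4, but all 14 of the 14 then rose, and without WT replicate 2 only 1 of the 14 rose, so that these counts follow the difference in scale between the replicates.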

The deletion of *Suv39h1as* promoter and the ensuing increase in H3K9 methylation appears to be largely tolerated by ES cells: they self-renew and differentiate efficiently. This observation is in line with others, where histone modifiers have been either invalidated or ectopically expressed in ES cells with minor consequences for self-renewal (52,53). However, despite the fact that *Suv39h1as* mutant cells self-renew and differentiate normally, we asked whether the timing of commitment into differentiation is altered. Our results showed a faster and more efficient commitment into differentiation, suggesting that the global levels of H3K9 methylation contribute to irreversibly lock the loss of pluripotency. This observation adds to the notion of H3K9 methylation in general, and SUV39H1 in particular, acting as an epigenetic barrier providing robustness to cell fate changes (9,18,28,42,43). Moreover, our results also underscore the dominance of pluripotency TFs over chromatin modifications (53). We had already shown that NANOG, another key pluripotency TF, controls H3K27me3 levels, particularly during early differentiation (31). Here, we complement this notion with OCT4 controlling H3K9me3 via the *Suv39h1as*/*Suv39h1* tandem. Together, these results place the control of the global levels of heterochromatin marks under the activity of the pluripotency network, extending the concept of the genetic dominance of pluripotency. Whether our observations and conclusions apply to early mouse embryogenesis and to the acquisition and loss of pluripotency *in vivo* is now a question of primary importance. Notably, H3K9 methylation levels are exquisitely regulated during early embryogenesis (54). It is noteworthy that SUV39H1 is absent in oocytes and its expression starts at the 2–4 cell transition stage (35,36), when the reconfiguration of constitutive heterochromatin as chromocenters is initiated. Moreover, the overexpression of SUV39H1 during early embryogenesis leads to developmental defects (13,14): its zygotic overexpression leads to a developmental arrest during compaction. Since *Suv39h1as* displays an exquisite anticorrelated expression to *Suv39h1* upon fertilization (as initially suggested (21) and our data reanalysis has confirmed), whether *Suv39h1as* holds *Suv39h1* expression until the appropriate time to enable the timely establishing of the first heterochromatic structures in the embryo, represents an important question for the future.

## DATA AVAILABILITY

All genome-wide datasets generated for this study are available in GEO (GSE184140): poly-A RNA-seq of EKOiE (GSM5578482 to GSM5578485) and ZHBTC4 cells (GSM5578486 to GSM5578489); total RNA-seq of E14Tg2a (GSM5578490 to GSM5578491); H3K9me3 ChIP-seq (GSM6211351 to GSM6211362); ATAC-seq (GSM6211363 to GSM6211368). Other available datasets in GEO were used: from GSE118898–GSM3350412 to GSM3350417 (44iN), GSM3350424, GSM3350426, GSM3350428 (undifferentiated cells), GSM3350429, GSM3350431, GSM3350433 (differentiating cells); from GSE87822 – GSM2341322 to GSM2341327 (nuclear RNA-seq in ZHBTC4); GSE121708 (single-cell RNA-seq of E4.5 and E7.5 embryos using processed data from: ftp://ftp.ebi.ac.uk/pub/databases/scnmt_gastrulation); GSE45719 (zygote to 16C early embryo single-cell RNA-seq)ṁ—GSM1112490 to GSM1112581, GSM1112603 to GSM1112610, GSM1112656 to GSM1112663, GSM1112694 to GSM1112705, GSM1112766 to GSM1112769. Datasets available from ArrayExpres (EMBL-EBI) were also used: E-MTAB-2958 (RNA-seq of E2.5 to E4.5 mouse embryos).

## Supplementary Material

gkac550_Supplemental_Files Click here for additional data file.

# Supplementary material for: OCT4 activates a Suv39h1-repressive antisense lncRNA to couple histone H3 Lysine 9 methylation to pluripotency
**Source:** Nucleic Acids Res. 2022 Jun 28;50(13):7367–79. doi: 10.1093/nar/gkac550
**Supplement:** gkac550_Supplemental_Files

**Supplementary Information**

**OCT4 activates a *Suv39h1*-repressive antisense lncRNA  
to couple histone H3 Lysine 9 methylation to pluripotency**

**Laure D. Bernard et al.**

**This file contains:**

- 8 Supplementary Figures and their legends (pages 2-9)
- Legends for Supplementary Tables (page 10)
- Full description of material and methods (pages 11-19)

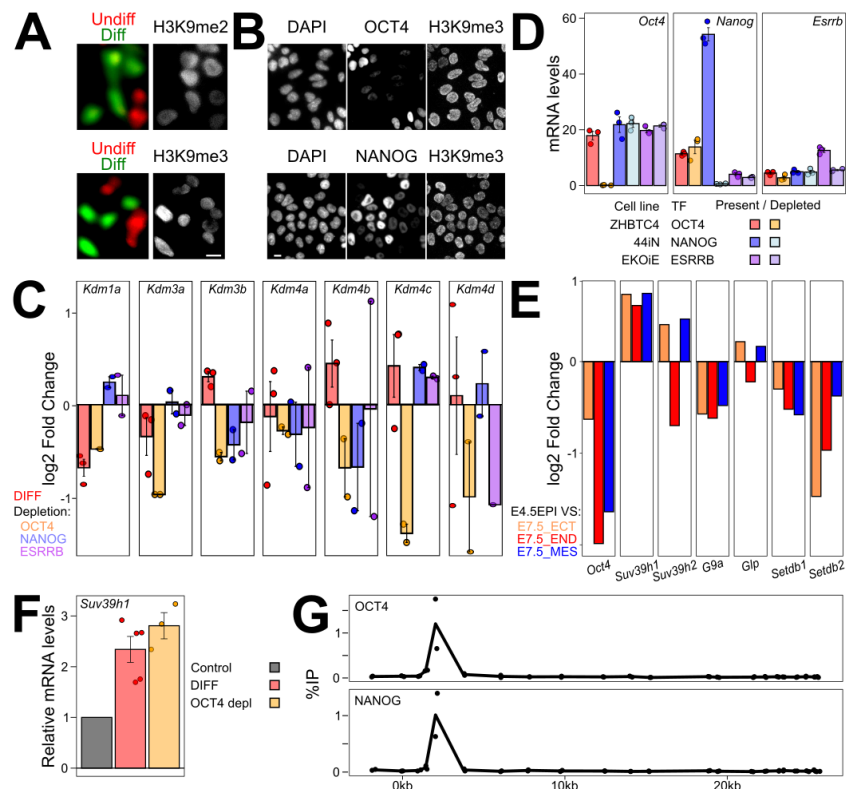

**Supplementary figure 1: Additional information for the correlations existing between pluripotency, OCT4 and *Suv39h1*.** (A) Illustrative immunofluorescence of H3K9me2 and H3K9me3 in undifferentiated and differentiating ES cells stained and imaged together after independently labelling them with different fluorochromes. (B) Illustrative immunofluorescence of OCT4-H3K9me3 or NANOG-H3K9me3 in cultures presenting spontaneously differentiating ES cells. (C) Expression of H3K9 demethylases presented as in Fig.1B (D) Expression of *Oct4*, *Nanog* or *Esrrb* upon inducing their depletion in specific dox-inducible knock-out lines. Note in EKOIE the remnant expression of *Esrrb* produces a truncated, non-functional protein<sup>24</sup>. Each dot represents an independent replicate and the bar the corresponding mean and standard error. (E) Log2 fold change of *Oct4* and H3K9 methylases between the three main germ layers of E7.5 embryos and the pluripotent epiblast of E4.5 embryos<sup>27</sup>. (F) RT-qPCR validation of *Suv39h1* overexpression upon differentiation (DIFF, 3 days without LIF, red) or upon OCT4 depletion (24h, orange). Each dot represents an independent replicate and the histogram the corresponding mean and standard error. (G) ChIP-qPCR validation of OCT4 and NANOG binding at the promoter region of *Suv39h1as* in WT.

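In OCT4-depleted ZHBTC4 cells, Kdm4c fell from 178 ± 9.15 RPM (SD, n = 2) to 68.1 ± 3.10 RPM (SD, n = 2). Its log2 fold change was -1.38 (standard error 0.16, adjusted p = 0.0496 from limma with Benjamini-Hochberg adjustment). It did not pass with a pseudocount of 0.1 (limma adjusted p = 0.061), without the filter on low values (0.085) or with median-of-ratios size factors (0.063), and it passed with the replicate block (0.0010). Kdm3a changed by -0.97 (standard error 0.16, adjusted p = 0.079 from limma, 0.0016 with the replicate block). Kdm1a (-0.48), Kdm3b (-0.56), Kdm4a (-0.28) and Kdm4b (-0.57) were lower without passing the threshold, and with the replicate block all 4 passed it (limma adjusted p 0.010, 0.0075, 0.047 and 0.024). With a correction for GC content added to the block, Kdm4a (-0.09, limma adjusted p = 0.33) and Kdm4b (-0.30, limma adjusted p = 0.12) no longer passed. Kdm4a and Kdm4b changed sign when a single library was left out, with highest values of 0.21 and 0.19. Kdm4d was below the filter, with 0.501 to 0.917 RPM in controls and 0.166 to 0.695 RPM in depleted cells. In EKOiE cells the tested demethylases changed by -0.24 (Kdm4a) to 0.29 (Kdm4c) on the log2 scale and none passed the threshold. Pou5f1, which encodes OCT4, had 202 RPM in control replicate 1 and 93.3 RPM in control replicate 2, and 18.5 and 2.41 RPM after depletion. Its log2 fold change was -4.08 (standard error 0.98, adjusted p = 0.15 from limma), and with the replicate block the standard error was 0.33 and the limma adjusted p was 0.0015. In the same cells Esrrb changed by -2.08 and Nanog by 0.13.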

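In EKOiE cells, reads on Esrrb (ENSMUSG00000021255, chromosome 12, from 86361117 to 86521628 in mm10) amounted to 143 ± 23.6 RPM (SD, n = 2) with Dox and 92.5 ± 38.7 RPM (SD, n = 2) after its removal. The log2 fold change was -0.68 (standard error 0.36), and the limma adjusted p over all genes was 1.00. It was -1.28 between the libraries of replicate 1 and -0.07 between those of replicate 2, and with the numbers exchanged it was -0.41 and -0.95. Without each library in turn it stayed between -1.11 and -0.24. The reads are summed over the gene, so that those of the transgene and those of the remnant transcript are not told apart.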

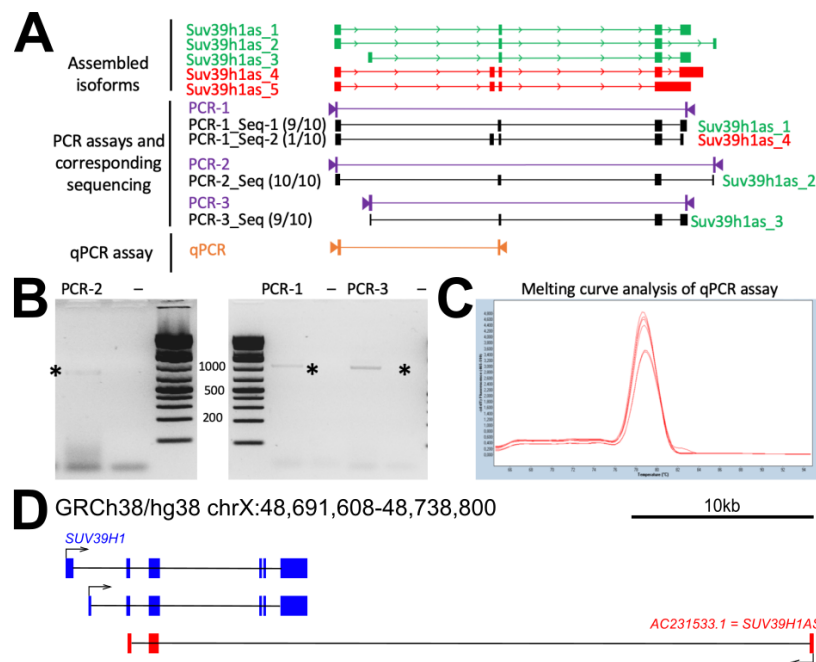

**Supplementary figure 2: Additional information on *Suv39h1as* isoforms and conservation.** (A-C) *Suv39h1as* isoforms identified in silico using de novo transcript assembly are shown in (A) (green and red). Isoforms 1, 2, 3 and 4 were confirmed by cDNA cloning and sequencing, using the primers shown in purple and transforming bacteria with the PCR products shown in (B). However, isoform 4 was found in only 1 out of 10 bacterial colonies, as indicated in (A), and was thus excluded from the final selection. Isoform 5 was never cloned. Moreover, since it has the same 5' end than isoforms 1 and 2, but with an additional small exon, we used melting curve analysis of qPCR reactions (C) using primers shown in orange (A), to test whether two different molecular species were amplified. Since this was not the case, isoform 5 was excluded. (D) Schematic representation of the *SUV39H1/ SUV39H1as* locus in the human genome (Gencode V36 assembly).

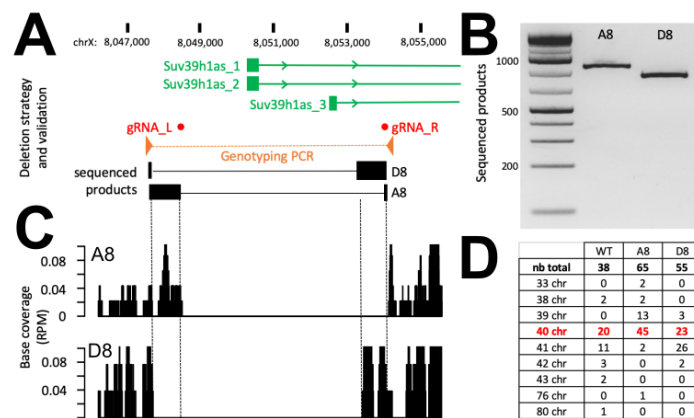

**Supplementary Figure 3: Additional information on *Suv39h1as* mutant clones.** **(A)** Schematic representation of the *Suv39h1as* promoter region with the gRNAs used for the deletion and the location of the primers used for validation. **(B)** PCR products using the primers shown in (A) in the two mutant clones. **(C)** Sequencing of sonicated genomic DNA to fully map the deletion boundaries. Overall, these analyses show that the precisely expected deletion was observed for A8 (5.5kb); D8 showed a 5.7kb deletion exhibiting a shift of 700bp compared to A8 but encompassing both *Suv39h1as* promoters. **(D)** Karyotype results for both clones, showing that A8 exhibits a normal karyotype and D8 presents 50% of cells with an extra chromosome.

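The ATAC-seq peak of the Suv39h1as promoters (chromosome X, from 8050887 to 8051573 in mm10) lies in the deleted interval. Its spike-in normalised value was 29.8 (17 reads) and 25.9 (69 reads) in the WT replicates. It held 1 and 3 reads in A8 and 1 and 1 in D8, all at or under the 3 reads taken as the smallest level that can be shown, so that WT was at least 11.9-fold above A8 and at least 9.62-fold above D8. The fitted log2 change was -3.77 (standard error 0.62, adjusted p = 4.9e-05 from limma with Benjamini-Hochberg adjustment), and with the replicate block the adjusted p from limma was 4.2e-26. The Suv39h1 promoter peak had the same standard error in each fit. These p values thus rest on a spread pooled over peaks and do not measure the spread of this peak. Its loss follows from the deletion and is no measure of accessibility. With a pseudocount of 5 the log2 change was -2.42 and the adjusted p from limma was 0.298. The exact permutation test over the 6 libraries gave p = 0.0667, the smallest that the design allows.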

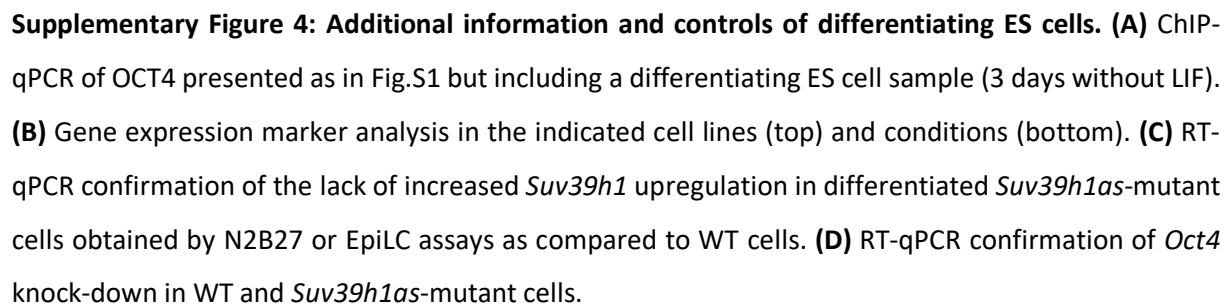

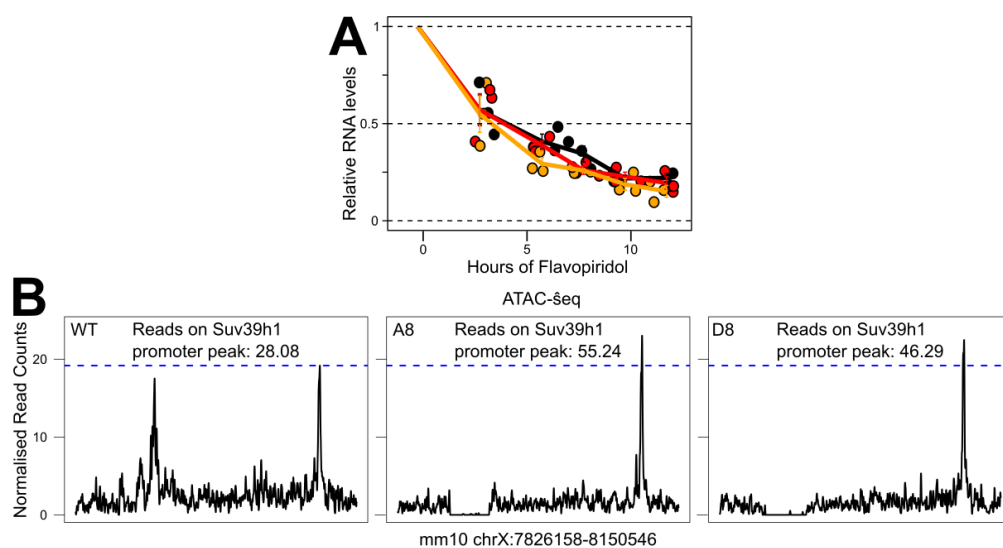

**Supplementary Figure 5: Additional support to the transcriptional induction of *Suv39h1* in *Suv39h1as* mutants. (A)** Analysis of *Suv39h1* mRNA half-life in WT (black) and *Suv39h1as*-mutant cells (A8, orange; D8, red), performed and presented as in Fig. 2A. **(B)** Accessibility profile across the *Suv39h1*/*Suv39h1as* locus in WT and mutant clones. The blue line denotes the highest height measured in WT cells. The number of normalised reads on the peak identified by MACS2 at the *Suv39h1* promoter are indicated in each panel (Table S2).

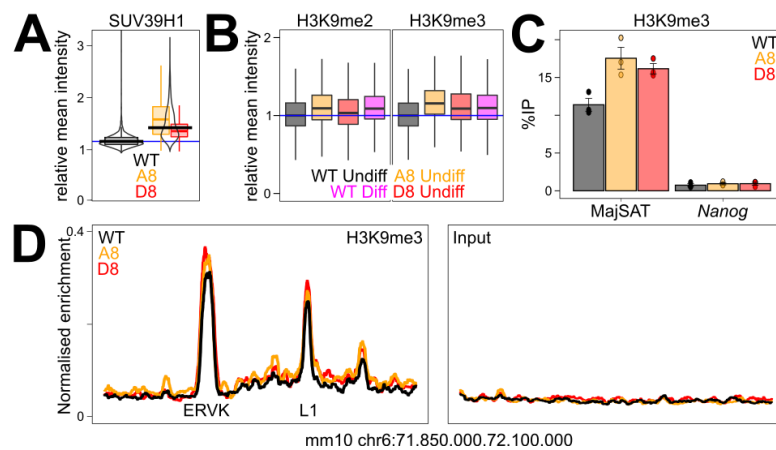

**Supplementary Figure 6: Additional data supporting the increase of H3K9 methylation in *Suv39h1as* mutant cells.** **(A)** Violin and box-plots showing immunofluorescence quantification of SUV39H1 mean intensity in WT (black; n= 4048 cells) and mutant cells (A8 – orange; n= 4949 cells and D8 – red; n= 4448 cells). **(B)** Box-plots directly comparing data of Fig.5B with Fig.1A, underscoring the physiological increase of H3K9 methylation in undifferentiated *Suv39h1as* mutant clones. **(C)** ChIP-qPCR of H3K9me3 at Major Satellites and a negative control, the -5kb enhancer of *Nanog*. **(D)** Normalised enrichment of H3K9me3 across the indicated region and corresponding input profiles, in WT and mutant cells. The position of nearly full-length ERVK and L1 elements is indicated.

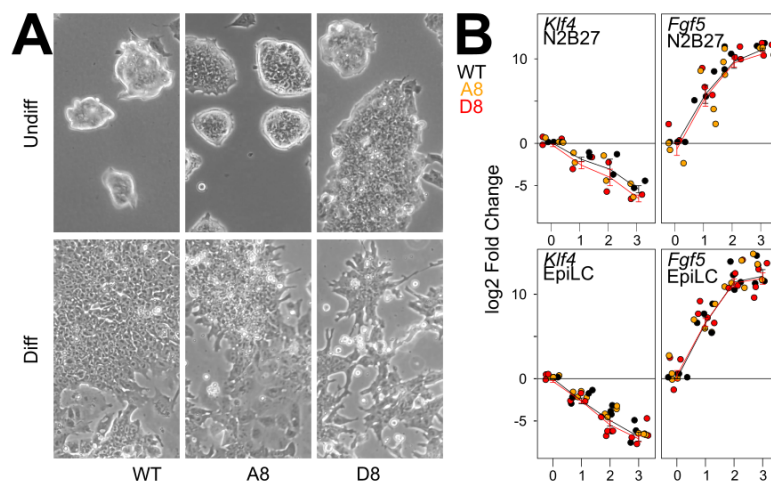

**Supplementary Figure 7: Additional information on the differentiation capacity of *Suv39h1as* mutants. (A)** Representative photomicrographs of undifferentiated and differentiating WT and mutant cells. **(B)** RT-qPCR analysis of ES (*Klf4*) and differentiation (*Fgf5*) markers during differentiation in N2B27 or in EpiLC conditions, as indicated, in WT and in *Suv39h1as*-mutant cells.

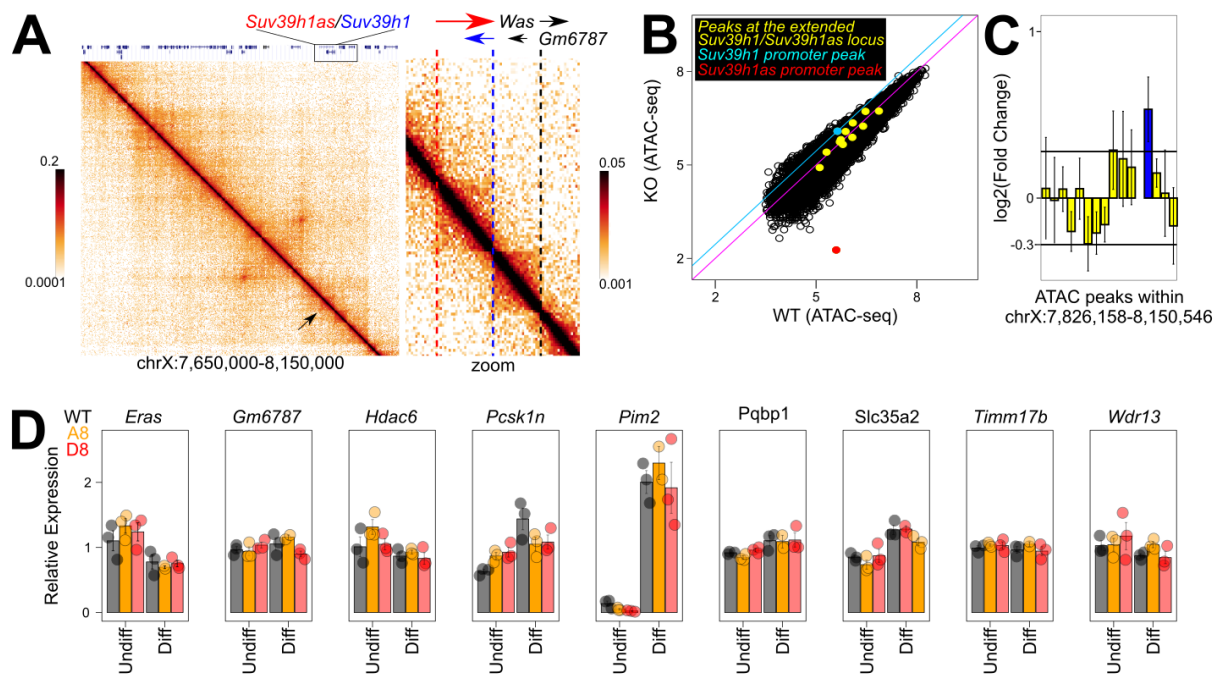

**Supplementary Figure 8: Additional data supporting the local effects of *Suv39h1as* deletion.** (A)

MicroC data visualised on the HiGlass.io browser (Hsieh et al. 2019). On the left, a large 500Mb long region; the arrow indicates the position of the *Suv39h1/Suv39h1as* locus. On the right, closer visualisation of the *Suv39h1/Suv39h1as* locus. (B) Scatter plot of Drosophila spike normalised accessibility in WT (X-axis) and mutant *Suv39h1as* cells (Y-axis; mean of both A8 and D8 clones), at all identified ATAC-seq peaks in either condition (Table S2). Coloured points correspond to peaks identified in the extended *Suv39h1/Suv39h1as* locus – coordinates shown in (C) – with red corresponding to the *Suv39h1as* promoter region and blue to the *Suv39h1* promoter; the blue diagonal highlights that no other local peak surpasses the increase seen for *Suv39h1* promoter. 

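Over all 47154 peaks the median spike-in normalised value was 33.5 in WT, 30.5 in A8 and 32.5 in D8, and the log2 change of the mutants over WT had a median of -0.10 and an SD over peaks of 0.27. With limma, 1 peak passed an adjusted p of 0.05 (Benjamini-Hochberg), and 9 had an unadjusted p under 0.05. The peak that passed was that of the Suv39h1as promoter, whose DNA is deleted in both clones. With the replicate block 1 peak passed and 1072 had an unadjusted p under 0.05. On simulated reads with the replicate scaling of these libraries, the fit without the block recovered 0.425% of peaks changed 4-fold, the fit with the block 99.8% and the fit of libraries centred on their median 98.0%. The centred fit of the real libraries gave 1 peak past the threshold, with 996 at an unadjusted p under 0.05.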

(C) Same data as in (B) but plotted as a log2 fold-change of mutant over WT cells. (D) Expression analysis of all genes sharing at least one enhancer.

**Description of supplementary tables:**

**Supplementary Table S1:** This table reports gene expression counts of undifferentiated and differentiating ES cells as well as of Dox-inducible depletions of *Oct4*, *Nanog* and *Esrrb*.

**Supplementary Table S2:** This table reports ATAC-seq data at all peaks identified.

**Supplementary Table S3:** This table reports H3K9me3 data at all identified enriched regions.

**Supplementary Table S4:** This table describes H3K9me3 data at all analysed repetitive elements.

**Supplementary Table S5:** This table describes several reagents (primers, gRNAs, antibodies).

**Supplementary material and methods:***Cell lines and generation of A8 and D8 Suv39h1as mutant cells.*

Wild-type cells in this study are E14Tg2a ES cells, from which all mutant cells were derived. Dox-inducible knock-out cells as well as OCT-AID cells have been previously described (*Esrrb*: EKOiE<sup>24</sup>, *Oct4*: ZHBTc4<sup>25</sup>, *Nanog*: 44iN<sup>26</sup>, OCT-AID<sup>34</sup>). To generate ES cells deleted for the *Suv39h1as* promoter, several gRNAs were designed using online resources (sam.genome-engineering.org, crispr.mit.edu, chopchop.cbu.uib.no). Highly ranked gRNAs for off-targets as well as on-target predictions score were selected. 

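In the mm10 genome the left-side guide ACGCTAGTCTTTGTGCGCAA has 1 match, on the plus strand of chromosome X from 8047443 to 8047462, followed by the PAM AGG. The right-side guide TTGCTCTGAGGAGGTCTATC has 1 match, from 8053017 to 8053036 on the same strand, also followed by AGG. The break points of the guides lie 5574 bases apart. The genotyping primers ACCACAACAAATGCCGAAAT and AGGAACCTTCCCTGCAGAAC enclose 6637 bases of the reference and 1063 bases without the interval between the break points.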

The gRNAs were cloned into plasmids containing a U6-promoter driven expression cassette along with a puromycin selection cassette or the Cas9 enzyme linked to a mCherry reporter (addgene 51133 and 64324 respectively, see gRNA sequences on Table S5). E14Tg2a cells were lipofected (Lipofectamin 2000; Invitrogen, 11668-019) with 1 µg of the plasmid containing the right deletion site guide and the Cas9 cassette and 3 µg of the plasmid containing the left deletion site guide and a Puromycin cassette. Puromycin (1 µg/ml – Sigma, P9620-10ml) selection was performed for 3 days and mCherry fluorescence checked by microscopy. Resistant cells were plated at clonal density and colonies picked and expanded. Genomic DNA was isolated with NucleoSpin Tissue DNA extraction Kit (Macherey-Nagel, 740952.50), and screened by qPCR and PCR. PCR was performed with LongAmp Taq PCR kit (BioLabs, E5200S) following manufactory's instructions and sequenced. qPCR and PCR primers are available in Table S5. Two knock-out clones, A8 and D8, were selected for further analyses of *Suv39h1* expression. The selected clones were checked by PCR on genomic DNA with primers indicated on Table S5 and with LongAmp Taq PCR kit (BioLabs, E5200S) or Q5 High Fidelity (NEB, M0491S) following manufactory's instructions. The PCR product was validated by agarose gel migration and purified (NucleoSpin Gel and PCR Clean-Up; Macherey-Nagel, 740609.50). PCR products were purified and cloned (ThermoFisher, cat n°450245) as indicated by the manufacturer. Ten bacterial colonies were picked, expanded and checked by PCR and sequencing. All validations are shown in Fig.S3.

*Regular cell culture.*

Cells were cultured at 37°C, 7% CO<sub>2</sub> on 0.1% gelatin-coated plates (SIGMA, G1890-100G) in DMEM+GlutaMax-I (Gibco, 31966-021), 10% FCS (Sigma F7524), 100µM 2-mercaptoethanol (Gibco, 31350-010), 1X MEM non-essential amino acids (Gibco, 1140-035)], supplemented with 10 ng/ml recombinant Leukemia Inhibitory Factor (MILTENYI BIOTEC, 130-099-895). In 2i/LIF medium, cells were grown in N2B27 base [0.5X DMEM/F-12 (Life Technologies, 31331-093), 0.5X Neurobasal (Life Technologies, 21103-049), 0.5X N2 (Life Technologies, 17502-048), 0.5X B27 (Life Technologies, 17504-044), Insulin 10 µg/ml (Sigma, I-1882), 2mM L-Glutamin (Life Technologies, 25030-024), 37.5 µg/ml BSA (Sigma, A3311-10G) and 0.1mM 2-mercaptoethanol (Life Technologies, 31350010)],

supplemented with 10ng/ml recombinant LIF (MILTENY BIOTEC, 130-099-895), 1 $\mu$ M PD0325901 (Axon 1408) and 3 $\mu$ M CHIRON99021 (Axon 1386). OCT4-AID cells were cultured in 2iLIF. Doxycycline (1000 ng/ $\mu$ L – D3072, Sigma), Puromycin (1  $\mu$ g/ml – Sigma, P9620-10ml), Flavopiridol (400 nM – Selleckchem, S2679) or Auxin (IAA; 500 $\mu$ M), were extemporaneously added, as indicated. Cells were passaged every 2-3 days, when they reached 70-80% confluency.

#### *Differentiation of ES cells.*

Cells cultured in FCS/LIF were differentiated by seeding 300000 cells per well of gelatin-coated 6-wells plate and withdrawing LIF. N2B27 and EpiLC differentiation assays were performed with cells cultured in 2i/LIF for a minimum of 3 passages (9 days). For N2B27 differentiation, 50000 cells per well were seeded on wells of 6-wells plates coated overnight with poly-L-ornithine 0.01% (Sigma, Cat# P4957) at 37°C and 2h with 1X laminin (Sigma, Cat# L2020) and LIF, PD0325901 and CHIRON99021 were withdrawn. For EpiLC differentiation, 230000 cells were seeded per well of 6 wells plates coated with human plasma fibronectin (10  $\mu$ g/well – F2006, Sigma) and cultured in N2B27 medium containing activin A (20 ng/ml – 338-AC-010, R&D Systems), rhFGF (12 ng/ml – 233-FB, R&Dsystems), and KSR (1% – 10-828-010, Gibco).

#### *Clonal and differentiation commitment assays.*

For comparing self-renewal and differentiation capacity of wild-type and *Suv39h1as* clones, 600 cells were plated in gelatin-coated wells of a six well plate. Cells were cultured for 7 days in the indicated media and stained for alkaline phosphatase activity (Sigma, cat. 86R-1KT), following the manufacturer's instructions. Colonies were scored as undifferentiated, mixed and differentiated using a stereo-microscope (NIKON-SMZ1500). For commitment assays, 600 cells obtained every day of differentiation in N2B27 were plated in poly-L-ornithine/laminin-coated wells of a 6 well plate, cultured for 7 days in 2i+LIF and stained for alkaline phosphatase activity.

#### *Assessment of RNA half-lives.*

One million cells were plated in a single well of a 6-well plate and treated the next day with Flavopiridol (400 nM – S2679, Selleckchem) for the indicated times. All samples were harvested at the end of the assay for RNA extraction and RT-qPCR analysis.

#### *Oct4 knock-down.*

Oct4 knock-downs were performed with siRNAs (Dharmacon, ON-TARGETplus Mouse Pou5f1 siRNA – L-046256-00-0005) and compared to untargeted control siRNAs (On Target plus control pool D-

001810-10-05). Cells were nucleofected with 200 pmol of siRNA using a Mouse ES Cell Nucleofector kit (Lonza, VPH-1001, program A30) and cultured for 24h.

*Reverse transcription and real time polymerase chain reaction (RT-qPCR).*

Total RNAs were isolated with Trizol (Invitrogen, 15596026) according to the manufacture's protocol and absence of DNA contamination was ensured by additional DNase I digestion (Qiagen, 79254). Reverse transcription (RT) reactions were performed with random hexamers on 0,5 – 2 µg of total RNA according to manufacturer's instructions (First Strand cDNA Kit, Roche, 04379012001). Real-time PCR reactions were performed in duplicate in 384-well plates with a 480 Light Cycler (Roche) using Light Cycler 480 SYBR Green I Master Mix (Roche, 04707516001) and qPCR primers at 0.4µM final concentration. qPCR primers sequences are listed in Table S5. Standard and melting curves were generated to verify the amplification efficiencies (> 85%) and the production of single amplicons. Relative DNA amount was obtained from Cp (Crossing point) calculated from the second derivative of the DNA amplification signal over time. For RT-qPCR experiments, values for gene expression were normalized to the levels of housekeeping gene *Tbp* mRNA. Assays to measure RNA half-lives were normalized to the levels of 28S mRNA.

*RNA-seq analysis and annotation of Suv39h1as.*

Poly-A selected RNAs were sequenced by Novogene Ltd (stranded, PE150) and reads aligned to the mm10 genome using STAR<sup>56</sup>, quantified by RSEM<sup>57</sup> and counts transformed into Transcripts per million (TPM, Table S1). To annotate *Suv39h1as*, reads were mapped to the genome using Hisat2<sup>58</sup>. Bam files were used to build new transcript models with Stringtie<sup>59</sup> based on the Gencode (vM12) gtf (default parameters except -m 300). The resulting gtf files were merged (default parameters, except -m 300 -c 0.5 -F 0.5 -f 0.05), and all *Suv39h1as* isoforms annotated. Only those experimentally validated by Topo-cloning of poly-A selected cDNAs and RT-qPCR quantifications were retained (Fig.S2)

*Chromatin immunoprecipitation (ChIP).*

Ten million cells were crosslinked either for 45 min with DSG 1X plus 10 min in Formaldehyde (FA) 1% in PBS 1X for TF binding analysis or only for 10 min in FA 1% for histone modification analysis. Formaldehyde was quenched with 125 mM glycine for 5 min at room temperature. Nuclei were prepared in 1ml of ice-cold swelling buffer (25 mM Hepes pH7.95, 10 mM KCl, 10 mM EDTA) freshly supplemented with 1× protease inhibitor cocktail (PIC-Roche, Cat# 04 693 116 001) and 0.5% IGEPAL (Sigma, Cat#I8896) for 20 min on ice and 50 passes in a dounce homogenizer. Nuclei were then resuspended in ice-cold D3 buffer (0.1% SDS, 15 mM Tris pH 7.6, 1 mM EDTA), freshly supplemented

with 1×PIC, and sonicated using a Covaris M220-Setpoint at 6°C and 10 (FA only) to 15 (DSG/FA) cycles with the following parameters for each cycle: 60 sec duration, peak power of 67W, duty factor of 15% and cycles/burst of 500. A delay of 45 sec is added at the end of each cycle. Result of the average power is 10W. For ChIP-seq of H3K9me3, sonication was performed with a Bioruptor Pico (Diagenode) for 7 cycles divided into 30 s ON–30 s OFF sub-cycles at maximum power, in circulating ice-cold water. After centrifugation (15 min, 14000 rpm, 4 °C), the supernatant was stored at –80 °C until use. 20 µl were used to quantify the chromatin concentration and check DNA size (typically 200-600 bp for ChIP-qPCR and 150-350 bp for ChIP-seq). Fifteen to 20 µg of chromatin were used for each ChIP-qPCR after pre-clearing it for 1.5 hours rotating on-wheel at 4 °C in 1 ml of TSE150 (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl) buffer containing 50 µl of protein G Sepharose beads (Active Motif, Cat#37499) 50% slurry, previously blocked with BSA (0.5 mg/ml; Roche, Cat# 10711454001) and yeast tRNA (1 µg/ml; Roche Cat# 10109495001). For ChIP-seq experiments, 20 µg mouse ES cell chromatin was combined with 1.6 µg (1:25 ratio) Drosophila S2 cells spike chromatin. Immunoprecipitations were performed overnight rotating on-wheel at 4 °C in 500 µl of TSE150. 20 µl were set apart for input DNA extraction and precipitation. 50µl of blocked protein G beads 50% slurry was added for 2h rotating on-wheel at 4 °C. Beads were pelleted and washed for 5 min rotating on-wheel at room temperature with 1 ml of buffer in the following order: 2× TSE150, 1 × TSE500 (as TSE150 but 500 mM NaCl), 1× washing buffer (10 mM Tris-HCl pH8, 0.25M LiCl, 0.5% IGEPAL, 0.5% Na-deoxycholate, 1 mM EDTA), and 2 × TE (10 mM Tris-HCl pH8, 1 mM EDTA). Elution was performed in 100 µl of elution buffer (1% SDS, 10 mM EDTA, 50 mM Tris-HCl pH 8) for 15 min at 65 °C after vigorous vortexing. Eluates were collected after centrifugation and beads rinsed in 150 µl of TE-1%SDS. After centrifugation, the supernatant was pooled with the corresponding first eluate. For both immunoprecipitated and input chromatin, the crosslinking was reversed overnight at 65 °C, followed by proteinase K treatment, phenol/chloroform extraction and ethanol precipitation. For ChIP-qPCR, input and IP samples were analysed using primers in Table S5. The 2dCt method was used. All values were corrected to the input. The antibodies used and their working dilution are indicated in Table S5.

#### *ChIP-seq library and sequencing.*

End repair: Precipitated DNA was resuspended in 37.5µl of water and mixed with 2µl of 10mM dNTPs, 5µl of NEB T4 ligase buffer, 2.5µl of NEB T4 polymerase (Cat# M0203L), 0.5µl of NEB Klenow polymerase (Cat# M0210L) and 2.5µl of NEB T4 PNK (Cat# M0201L). Samples were incubated 30 min at 20°C in a thermocycler. DNA was purified with SPRI beads: 90µl of SPRI bead suspension and 50µl isopropanol were added and samples transferred to a 96 well plate. After incubating for 5 min, the plate was put on a 96S Super Ring Magnet (Alpaqua, Cat# A001322), beads were allowed to separate completely, and the supernatant removed without disrupting the bead pellet. Beads were washed

twice with 200µl of 70% Ethanol and the supernatant completely removed. DNA was eluted in 21µl of water.

A-Tailing: 20µl of sample were mixed with 2.5µl of NEB Buffer #2, 1µl of 5mM dATP, 1.5µl of NEB Klenow 3'-5' exo minus (Cat# M0212L), and incubated at 37°C for 30min in a thermocycler. DNA was purified with SPRI beads as before, but using a volume of 45µl of beads and 25µl isopropanol. DNA was eluted in 20µl of water.

Adaptor ligation: 19.5µl of sample were mixed with 2.5µl of NEB T4 ligase buffer, 1µl of a 1µM solution of annealed adapters, and 2.5µl of NEB concentrated T4 ligase (Cat# M0202M) and incubated overnight at 16°C. DNA was purified with SPRI beads as before, but using a volume of 35µl of beads and no isopropanol, eluting in 20 µl of water. Adaptors were designed in house. 22.5µl each of 40µM ssDNA Barcoded and Universal adaptor solutions were mixed with 5µl of NEB buffer #2, and annealed in a thermocycler. Barcoded adaptor: 5'-P-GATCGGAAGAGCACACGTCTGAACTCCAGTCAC-III-NNNNNNNN-ATCTCGTATGCCGTCTTCTGCTTG. 5'P indicates the presence of a 5'phosphate group. III represent the six base index nucleotides, and NNNNNNNN a stretch of 8 random nucleotides used for single molecule barcoding.

Universal adapter: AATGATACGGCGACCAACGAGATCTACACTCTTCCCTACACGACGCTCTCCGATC\*T. \* indicates the presence of a phosphorothioate bond between the last C and T.

Library amplification: 19.5 µl of sample were mixed with 1µl of a 1:10 dilution of Quant-iT Picogreen dye (Invitrogen, Cat# P11496), 25µl of KAPA HiFi HotStart 2x master Mix (Kapa Bioscience Cat# KK2502), 1µl of 10µM PCR 1.0 and 1µl of each primer. The amplification mix was distributed in two wells of a LightCycler 384 plate (Roche, Cat# 4729749001) and on a LightCycler 480 II instrument (Roche, Cat# 05015243001) using the following program: 1' at 98°C; N cycles: 10" at 98°C; 20" at 64°C; 45" at 72°C. The number of cycles N was determined on real time by monitoring the fluorescence such that the amplification was stopped during the exponential phase. Samples were removed from the plate and purified with SPRI beads using 54µl beads, no isopropanol, and eluting in 40µl of water. 1µl was used to measure the DNA concentration with a Qubit 3 and the provided reagents (Invitrogen, Cat#Q33218). 1µl of DNA was used to check fragment size with a D1000 High Sensitivity Screentape and appropriate reagents (Agilent, Cat# 5067-5584, Cat# 5067-5585) on an Agilent 2200 TapeStation. ChIP-seq was sequenced 1x75bp on a NextSeq 500 with NextSeq 500/550 High Output Kit v2.5 (75 Cycles; Illumina, Cat# 20024906).

#### *ATAC-seq and sequencing.*

Chromatin accessibility was analyzed using an adaptation of the ATAC-seq (transposase accessible-chromatin-seq) protocol previously described<sup>28</sup>. Briefly, 100,000 viable mouse ES cells were harvested, washed with PBS and mixed with 5000 Drosophila S2 cells. Instead of using lysis buffer to isolate nuclei,

cells were pelleted by centrifugation for 5 min at 500g at 4°C, resuspended in 50 µl of transposition reaction mix (25 µl of Tagmentation DNA buffer, 2.5 µl Tagment DNA enzyme (Illumina Tagment DNA TDE1 Enzyme and Buffer Kits, Cat# 20034197) and 22.5 µl nuclease-free H<sub>2</sub>O) and incubated for 30 min at 37 °C with gentle agitation. Reactions were stopped by adding the appropriate volume of Binding Buffer (Qiagen MinElute PCR Kit) and the DNA was purified using the Qiagen MinElute PCR Kit according to manufacturer's protocol. The purified DNA, eluted in 10 µl, was either stored at -20°C or used directly for library preparation. ATAC-seq libraries were generated using 10 µl transposed DNA, custom made Illumina barcodes previously described (Buenrostro et al., 2013) and KAPA HiFi HotStart (KapaBiosystems KM2602) for PCR amplification. The number of PCR cycles for PCR amplification was determined using qPCR. Following PCR-amplification, libraries were purified using SPRI beads, using a sample to bead ratio of 1: 1.4. One microliter of the library was used to measure the concentration with the Qubit and the provided reagents (Invitrogen, Cat# Q33218) and to determine fragment size with a D1000 High Sensitivity Screentape and appropriate reagents (Agilent, Cat# 5067-5584, Cat# 5067-5585) on an Agilent 2200 TapeStation. ATAC-seq libraries were paired-end sequenced on Illumina NextSeq500 using 65 bp paired-end reads.

#### *Bioinformatic processing of ChIP-seq and ATAC-seq.*

For Chip-seq, reads were aligned with Bowtie 2 to the mm10 and dm6 genome, with options "--local -very-sensitive-local --dovetail"<sup>60</sup>. For reads with multiple alignments, only one was randomly kept. All libraries were constructed with custom unique molecular identifiers. Therefore, reads aligning with identical position, strand and barcode were treated as duplicates and collapsed using picard and the tool UmiAwareMarkDuplicatesWithMateCigar; UMIs were added to the bam files using fgbio AnnotateBamWithUmis tool. To calculate normalisation factors for ChIP and input fractions, all reads were filtered for those with a single discovered alignment and calculated as dm6 reads / total number of reads. ChIP normalisations factors were additionally corrected to those calculated in the input. These normalisation factors were then applied to correct coverage and read per million counts, calculated without filtering out multimappers such that repetitive elements can be quantified. Global analysis of repetitive elements was performed using RepEnrich tool<sup>53</sup>. RepEnrich estimated read counts per sample were rounded for use with DESeq2<sup>55</sup> using drosophila spike-in normalization factors as scaling factors. To identify regions enriched for H3K<sub>9</sub>me<sub>3</sub>, we used a strategy previously described<sup>40</sup>, where peaks were called against relevant inputs for all samples. Enriched genomic domains were called using a 2-kb sliding window algorithm, with a sliding step of 1-kb. For every 2-kb window in the genome, the number of reads falling in that window for a given sample (normalized to the number of reads sequenced) was divided by the number of reads in that window for the corresponding input file (also normalized to the number of reads sequenced). Divide-by-zero errors were avoided by spiking in

a small value into both numerator and denominator (0.25 reads per million reads sequenced). Enriched domains were initially formed by taking all 2-kb windows whose signal-over-input value exceeds 80% percentile of the signal-over-input values distribution threshold.

For ATAC-seq, Nextera adapters were trimmed using cutadapt tool. Reads were aligned with Bowtie 2 to the mm10 and dm6 genomes, with options “-l 0 -X 1000 --no-discordant --no mixed --dovetail”. Reads were additionally deduplicated using samtools and filtered for those with a single discovered alignment. Peaks were called using MACS2 with “callpeak -q 0.1 -g mm --keep-dup all”<sup>61</sup>. Peaks were further filtered to those identified in either 2 WT replicates out of 2 or in 3 mutant replicates out of 4 (2 in A8 and 2 in D8).

#### *RNA/DNA Fluorescent In Situ Hybridization (FISH).*

Using the online tool “Stellaris RNA FISH probes designer” from LGB biosearch laboratories, single-strand probes for *Suv39h1* (47 oligos, 30 in exons, see sequences Table S5) and *Suv39h1as* (35 exonic oligos, see sequences Table S5) were designed for single-molecule FISH (smFISH). DNA probes for DNA-FISH were generated by nick translation (Vysis Nick Translation Kit; Abbott, cat. 32-801300) using a fosmid clone (WIBR1-2188H11 – from Children’s Hospital Oakland Research Institute, bacpac.chori.org) covering the entire locus. Cells were fixed in Formaldehyde 4%, quenched with Glycine (1M) and cytospun (Cytospin3, Shandon, at 400 rpm for 5 min with a low acceleration) onto slides that were kept in Ethanol 70% at 4°C until use. Slides were washed in 100% ethanol for 2 min and air dried. For each spot, 10 µL of hybridization cocktail (SSC2X – S6639-1L, Sigma; Dextran – Life technologies, 5%; Formamide 10% – Sigma F9037; 2 µg/µL E. Coli tRNAs – Sigma 10109541001; 5 mmol/L Ribonucleoside Vanadyl Complex – NEB S1402S; 0,5 µg/µL BSA – NEB B9001S) and smFISH probes for *Suv39h1* and *Suv39h1as* (each at 0,6 µmol/L) were used for overnight incubation into a humid chamber at 37°C. Slides were washed in fresh SSC 2X/Formamide 10% for 30 min at 37°C, mounted and counterstained with Vectashield Antifade Mounting medium with DAPI (Vector Laboratories, H-1200-10). Sm-FISH images were acquired with an inverted Nikon Eclipse X microscope equipped with: X63 oil immersion objective (N.A1.4); LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. The position of each image was recorded on the microscope. Subsequently, the coverslips were removed and the slides washed 3 times in washing medium (4X SSC, 0,2% Tween-20) at 37°C, and treated with RNaseA 10U/ml (Invitrogen, cat. EN0531) in 2XSSC at 37°C for 1h. DNA denaturation was performed in 50% formamide/2XSSC at 80°C for 30min. Slides were dehydrated in cold ethanol and hybridized overnight in a 50% Formamide/ 2X Hybridization cocktail (4X SSC – Sigma, S6639-1L; 20% Dextran sulfate – Life technologies; 2 mg/mL Bovine Serum Albumine –NEB B9001S; and 40 mM Ribonucleoside Vanadyl Complex– NEB S1402S) at 37°C with 0.3 ng of DNA-Fish probe, 3ul of mouse Cot1 DNA (Invitrogen, cat 18440016) and salmon

sperm DNA (Invitrogen, cat.15632011), previously denatured in Formamide (7' at 75°C). After overnight hybridization of the probes, the slides were washed 3 times in 50% Formamide/2X SSC buffer at 37 °C for 5 min and 3 times in 2XSSC buffer at 37 °C for 5 min, mounted with Vectashield containing DAPI and imaging on the previous recorded positions.

#### *Western-blot.*

Cell were lysed in in Laemmli buffer (1 000 000 cells per  $\mu$ L ; #1610747, BioRad) at 95°C for 5 min and samples run in a mini-PROTEAN® TGX Stain-Free Precast Gel (Bio-Rad, 456-8086) in 25 mM Tris, 0,21 M Glycine, 50% SDS at 120V with constant voltage and transferred onto nitrocellulose membranes (Life Science, 10600003) in a 25mM Tris, 0.21 M glycine, 20% ethanol solution. The membrane was blocked in phosphate-buffered saline (PBS; 0.8 g/L NaCl, 0,02 g/L KCl, 0.144 g/L Na<sub>2</sub>HPO<sub>4</sub>, 0.024 g/L KH<sub>2</sub>PO<sub>4</sub>, pH = 7.2) with 0.1% Tween (PBST), 5% Bovin Serum Albumin (BSA) for 1 h and incubated in 3 ml of PBST 5% BSA with different antibodies listed Table S5, overnight at 4°C. Membranes were washed 3 times for 5 min in PBST and incubated with Pierce® goat anti-rabbit IgG-HRP conjugated secondary antibody (Thermo Scientific #314666, 0,1  $\mu$ g/ml or 50 ng/ml). Membranes were washed in PBST and developed using a Pierce® ECL Western Blotting substrate kit (Thermo Scientific, #32109) or Pierce® ECL plus Western Blotting substrate kit (Thermo Scientific, #32134) for 5 min or 1 min at RT and luminescence detected using a ChemiDoc MP Imaging Systems with Image LabTMTouch Software Version 2.2.0.08.

#### *Immunostainings.*

Cells were trypsinized, counted and resuspended at 1 million/ml in FCS free medium (DMEM-Glutamax/100 mM 2-mercaptoethanol/NEAA 1X) into sterile 1.5 ml Eppendorf tubes. To ensure direct comparison of wild-type and mutant cells, they were then individually incubated either with 10  $\mu$ M Rhodamine Red dye (Invitrogen, Cat#CMTPX C34552) or 1 $\mu$ M Deep Red dye (Invitrogen, Cat#C34565) for 20 to 40 min at 37°C. The labeled cells were then collected by centrifugation, washed with PBS1X, resuspended in DMEM/10%FCS+LIF medium and mixed at a 1:1 ratio for Rhodamine and Deep Red labelled cells (usually ~0.4M each). 800 000 mixed cells were seeded onto Poly-L-Ornithine/Laminin coated single wells of a  $\mu$ -slide 4 well Ph+ibiTreat (Ibidi GmbH Ref#80446) and incubated for 6H at 37°C and 7% CO<sub>2</sub>. Cells were then fixed directly into the well with freshly prepared PFA 4% (Fisher Scientific, Cat#16431755) for 10 min at room temperature in the dark and washed twice in PBS1X for 10 min. Cells were permeabilized with PBS1X/0.1% Triton X-100 (Sigma, Cat#T8787) for 10 min at room temperature. After three washes with PBS 1X, cells were blocked with PBS 1X/3% Donkey Serum (Sigma, Cat#D9663) for 30 min in the dark and incubated overnight with primary antibodies (diluted in PBS 1X/10% DS). Following three washes with PBS, 1h incubation with secondary antibodies at room

temperature in the dark and 3 washes with PBS 1X, nuclei were counterstained with DAPI (Sigma, Cat#D9542), washed in PBS1X and imaged with an inverted Nikon Eclipse X microscope equipped with: X20/0.45 (WD 8.2-6.9) objective; LUMENCOR excitation diodes; Hamamatsu ORCA-Flash 4.0LT camera; NIS Elements 4.3 software. Quantifications were performed using Cell Profiler<sup>62</sup>. For each experiment, Rhodamine/Deep Red labelled cells were attributed using the FlowJo software. For each experiment, the fluorescence intensity of mutant cells was normalised to the median of the corresponding wild-type cells intensities imaged on the same spot.

### Additional references

56. Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21 (2013).
57. Li, B. et al. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323 (2011).
58. Kim, D., et al. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol* 37, 907–915 (2019).
59. Pertea, M. et al. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol* 33, 290–295 (2015).
60. Langmead, B., and Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* 9, 357-359 (2012).
61. Feng, J., et al. Identifying ChIP-seq enrichment using MACS. *Nat Protoc* 7, 1728-1740 (2012).
62. Carpenter, A. E. et al. CellProfiler: image analysis software for identifying and quantifying cell phenotypes. *Genome Biol* 7, R100 (2006).

How the deposited data were processed for this re-analysis (not part of the article)

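Poly-A RNA-seq covered ZHBTC4 cells with and without OCT4 and EKOiE cells with and without ESRRB, with 2 replicates per condition. ATAC-seq and H3K9me3 ChIP-seq covered WT cells and the Suv39h1as mutant clones A8 and D8, with 2 replicates each. Samples were grouped by the conditions given in their labels. The 2 total RNA libraries and the 6 input libraries have no columns of their own in the deposited tables and were left out, as were the assays that were not sequenced.

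The deposited RNA values are a normalised score, named TPM by the authors, and equal reads per 10000000 in each library. They were turned into reads per 1000000 (RPM). Library totals were 16351746 and 27941685 reads in OCT4 controls, 17275968 and 24026579 after OCT4 depletion, 23636462 and 22314406 in ESRRB controls and 22300526 and 15826093 after ESRRB depletion. The deposited ATAC-seq score of the authors is the number of reads per peak normalised to Drosophila spike-in reads, averaged over 2 replicates. The deposited H3K9me3 score of the authors is the ratio of spike-in normalised ChIP to input, averaged over 2 replicates. For the RNA table the authors used STAR and RSEM, and for the others Bowtie2, with MACS2 peaks for ATAC-seq. These steps, and the filters within them, are included in the deposited values and were not repeated. Intervals and levels of 3 reads cover counting error only, since reads are not independent molecules.

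RNA values were analysed as log2(RPM + 1) with limma 3.58.1 in R 4.3.3, with eBayes without trend, for genes with a mean of at least 1 RPM, and each cell line was fitted alone. P values were adjusted with the Benjamini-Hochberg method and the threshold was an adjusted p of 0.05. The genes named in the text were fixed beforehand as those that the paper names for these data and the 5 with the largest rise and the 5 with the largest fall past the threshold. The pairing of replicates used in the replicate block comes from the replicate numbers in the sample labels, and neither the paper nor the labels state that same-numbered libraries were prepared together. For ESRRB depletion a block with exchanged numbers was also fitted.

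The ATAC-seq means were split into replicates from the value of 1 read in each library, read from the neighbouring values of Supplementary Table S2. This was decided after the table was seen to hold means. A total of 47152 peaks with a single solution were fitted with limma on log2(value + 1), with 3 genotypes and the contrast of the mean of A8 and D8 against WT. For H3K9me3 the change was the mean of the log2 ratios of A8 and D8 minus that of WT, over all 48584 regions, without a test. The test with limma, the exact permutation test over libraries and the fits without each library used the first 1999 regions of Supplementary Table S3, which gives replicates, since the copy read here ends there. Overlap classes came from the same table. Gene positions, GC content and transcript lengths came from GENCODE annotation of GRCm38, and 25242 of the 27127 genes (93.1%) had them. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 was used for the rest.

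The fits were tested on simulated data. For RNA, 200 genes changed 4-fold were added to reads drawn from the real levels. The bound set for false calls was 10%. In a first single draw the fit with the replicate block exceeded it, with false calls at 11.5% of the genes called, and the check was then changed to the mean of 20 draws. Over these, 100% of the changed genes were recovered, with 5.64% false calls without the block and 6.48% with it. These draws held no deviation shared by same-numbered libraries. A further test, made after the results were seen, added the replicate deviations of the ZHBTC4 libraries, made identical in same-numbered libraries. This setting favours the fit with the block. The fit without the block recovered 0% of the changed genes and that with the block 100%, with 6.45% false calls. The counts of genes from the fit without the block therefore do not limit how many genes changed. For ATAC-seq, where replicates differ in scale, the fit without the block recovered 0.425% of 200 peaks changed 4-fold over 20 draws. The fit with the block recovered 99.8% with 11.0% false calls, above the bound, and the fit of centred libraries 98.0% with 2.48% false calls. The number of these draws was raised to 20 and the centred fits were added after a first set of draws had been seen. For H3K9me3, 100% of 200 regions changed 2-fold were recovered with 3.80% false calls. These draws were easier than the data. They held no shift of a whole library, whereas the real library medians had a replicate SD of 0.17. Their noise was smaller than the real median SD between replicates of 0.22, and the real median change was 1.13-fold. The recovery therefore does not carry over to the real regions.

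The alternatives were another pseudocount (0.1 for RNA, 5 for ATAC-seq), no filter or a filter at 5 RPM, the replicate block, all 8 RNA libraries fitted together, median-of-ratios size factors, eBayes with trend, centring on the median, each clone alone, the mutant libraries as 1 group, other sets of regions, and leaving out each library. A correction for GC content, voom on whole reads (for ATAC-seq on the split reads, with library sizes from the spike-in scaling), the ATAC-seq means as deposited and the centred fit with the replicate block were added after the data were seen.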

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

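The tests on few strong peaks and on an extra chromosome 8 in D8 cells were chosen only after the result was seen.

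The ATAC-seq signal of D8 over WT was higher on chromosome 8 than on the other autosomes, by a median of 0.33 on the log2 scale (1.26-fold) over 2990 peaks. The paper does not report on accessibility by chromosome. The next highest autosome was at 0.03. The lower of the 2 replicates was at 0.29 (replicate 1) and the other at 0.36, so that the signal does not come from 1 replicate. It was not carried by a few strong peaks, since 87.6% of the chromosome 8 peaks lay above the autosomal median. Among 10000 random lists of autosomal peaks off chromosome 8 with matched GC content, the highest median was 0.011 above the autosomal median, so that GC content does not account for it. A candidate explanation is an extra chromosome 8 in part of the D8 cells. The paper reports an extra chromosome, which it does not name, in 1 of 2 cells of this clone (Supplementary Fig. S3D). An extra copy in 1 of 2 cells gives a log2 ratio of 0.32, near the 0.33 measured against WT. This takes WT cells to hold 2 copies, which the deposited values do not show. Against A8, for which the paper reports a normal karyotype, D8 was at 0.51, above 0.32 and below the 0.58 of an extra copy in all cells. The ATAC-seq values alone thus leave open whether the share of cells is the one that the paper reports. The ratio of H3K9me3 ChIP to input, in which copy number cancels, shifted by 0.02 on chromosome 8. The input libraries, which would show copy number directly, have no columns in the deposited tables.

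In A8 the same chromosome was lower than the autosomes, by a median log2 ratio to WT of -0.17, with -0.19 in replicate 1 and -0.11 in replicate 2. Both A8 replicates thus moved opposite to those of D8, and the difference between the clones was not tested. The cause of the lower level in A8 was not settled, and the values cannot tell whether WT cells hold extra copies. A change in accessibility along chromosome 8 in D8 cannot be told from an extra copy with the deposited values. Chromosome 14 was lower than the autosomes in both clones, by -0.16 in A8 and -0.11 in D8, and its cause was not tested. The Suv39h1 locus is on chromosome X, where the median was -0.03 in A8 and -0.0038 in D8 relative to the autosomes.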

How the results depend on the processing

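The alternatives below were set before the data were examined, except the correction for GC content, voom, the ATAC-seq means as deposited and the centred fit with the replicate block. No test of a cause was chosen in this part after the result was seen.

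The number of genes that passed after OCT4 depletion (281) depended on the processing. It was 25 without a filter on low values (14 higher, 11 lower), 434 with median-of-ratios size factors (188 higher, 246 lower), 1080 with all 8 libraries fitted together (524 higher, 556 lower) and 6407 with the replicate block. After the correction for GC content it was 1806 (944 higher, 862 lower), and 5403 when this was combined with the replicate block (2701 higher, 2702 lower). With the 4 other alternatives it was 194 to 281. The share of genes that were lower therefore depends on the correction. Across genes, which are not independent, the log2 change had a Spearman rho with GC content of -0.28 after OCT4 depletion. It was -0.40 after ESRRB depletion. Whether this relation is technical or part of the response was not tested. After ESRRB depletion 0 genes passed under the 12 alternatives, with 60 (replicate block) to 1176 (no filter) genes at an unadjusted p under 0.05.

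The rise of Suv39h1 after OCT4 depletion kept its direction under every alternative run. It passed the threshold with the replicate block and with all 8 libraries fitted together (log2 fold change 1.04), and with the correction for GC content alone or with the replicate block (1.14). Over the alternatives with a test its adjusted p ranged from 0.0014 to 0.099. The fall of Suv39h1as (-3.11) no longer passed without a filter on low values, with an adjusted p of 0.097 and a range of 0.00042 to 0.097 over the alternatives. Without each library in turn Suv39h1 ranged from 0.99 to 1.101 and Suv39h1as from -3.26 to -2.96. Suv39h1as was at -4.47 with a pseudocount of 0.1 and at -4.70 with voom. After ESRRB depletion Suv39h1 ranged from -0.29 to 0.09. With other settings on all libraries, changes near 0 reversed their sign. Setdb2 was at -0.042 and Slc35a2 at 0.090 with the correction for GC content, with and without the replicate block, after OCT4 depletion, and Tbp was at 0.0035 with median-of-ratios size factors. After ESRRB depletion Ehmt1 was at 0.023 with median-of-ratios size factors and at 0.056 with the correction for GC content, alone and with either block. None of these passed the threshold. Over the other single genes, 15 values became weaker and 34 stronger. Leaving out 1 library also reversed changes further from 0. After OCT4 depletion these included Kdm4b (-0.57, up to 0.19), Timm17b (-0.36, up to 0.20), Pqbp1 (-0.30, up to 0.15) and Hdac6 (0.28, down to -0.26). After ESRRB depletion they included Ehmt2 (-0.25, up to 0.63).

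For H3K9me3, centring each genotype on its median sets the level in advance and brought the median change from 0.18 to -0.0080 and the share of higher regions from 76.3% to 48.7%. The share was 72.3% among regions at 3 or more in WT, 77.3% at a mean of at least 4, 63.1% in A8 alone, 81.6% in D8 alone and 77.6% with linear ratios averaged. The median change stayed above 0 in these sets. Within the 1999 regions with replicates, the median change ranged from 0.08 to 0.30 and the share from 62.0% to 84.7% without each library in turn. There, 13 regions passed in the fit reported, 0 with centring (139 at an unadjusted p under 0.05), 0 with the replicate block (242), 0 among regions at 3 or more in WT (90), 4 with the mutant libraries as 1 group, 6 with A8 alone, 8 at a mean of at least 4 and 19 with D8 alone. The share of regions in LINE or LTR was 90.3% at a mean of at least 4, against 88.0%.

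The ATAC-seq rise at the Suv39h1 promoter kept its direction under every alternative run, from 0.45 to 0.57 with all libraries of the genotypes compared and from 0.33 to 0.71 without each library, and never passed the threshold. At the Suv39h1as promoter the change was -2.42 with a pseudocount of 5, which no longer passed (0 peaks in total, with 3 at an unadjusted p under 0.05), and it ranged from -3.87 to -3.67 without each library. With voom on the split reads it was -4.18, and -4.20 with the replicate block. The number of other peaks of the locus that rose more than the Suv39h1 promoter was 0 to 4 without each library, the 4 being without WT replicate 1. There all 14 rose, against 1 of the 14 without WT replicate 2, so that leaving out a library also shifts the scale. On chromosome 8, leaving out 1 replicate gave -0.19 and -0.11 in A8 and 0.29 and 0.36 in D8.

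Restricting the peaks to those called in all 6 libraries or with a higher q value was not run, because the copy of the table with calls and q values per replicate ends after 1999 peaks. The negative binomial model set for the ATAC-seq reads was not run although whole reads were split from the means. In its place voom on these reads was added, with 1 peak past the threshold without and with the replicate block. For H3K9me3 the replicate block and leaving out libraries were run in the 1999 regions alone, 1798 of them on chromosome 4. With replicate deviations taken from the ZHBTC4 libraries, the RNA fit without the replicate block recovered 0% of simulated 4-fold changes and that with the block 100%. These deviations were made identical in same-numbered libraries, which favours the fit with the block. The ATAC-seq fit without the replicate block recovered 0.425% of simulated 4-fold changes and that of centred libraries 98.0%, so that the count of the first alone does not limit how many peaks changed. Changes as small as that of the Suv39h1 promoter were not simulated. With 6 libraries the permutation tests cannot go below 0.0667.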

Differences from the paper's values

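None of the values that the paper states for the measures compared here differed from the recomputed value by more than the replicate error and 1.5-fold. The demethylases were not part of this comparison. The paper describes their changes as below 2-fold, in a passage on differentiation (Supplementary Fig. S1C). After OCT4 depletion Kdm4c fell to 0.385 of its control level. No test of a cause was chosen after the result was seen in this part.

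The paper calls the rise of Suv39h1 upon OCT4 depletion significant by a test of this gene (Fig. 1B). In the limma fit over all genes its log2 fold change was 1.04 with an adjusted p of 0.071, not past the threshold, although both replicates rose. Of the alternatives set before the data were examined, the replicate block (adjusted p 0.0014) and the fit of all 8 libraries (0.020) called it, while the others did not. The correction for GC content (0.012), chosen after seeing the values, also called it. Over the list of genes fixed from the paper alone the adjusted p was 0.016.

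The paper shows about 55 normalised reads for A8 and about 46 for D8 at the Suv39h1 promoter peak (Supplementary Fig. S5B, read by eye). The values of replicate 1 were 55.2 and 46.3, and the means of both replicates were 43.6 and 41.7.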

Other observations

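For the EKOiE libraries the test on crossed replicate numbers, and for H3K9me3 the use of the choice of regions, the scaling and single libraries as tests of a cause, were chosen only after the result was seen. The values for regions at 3 or more in WT, for centring and without each library are those of alternatives set before the data were examined.

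In EKOiE cells the 2 ESRRB-depleted libraries differed more from each other than from the controls, with an SD over genes of the log2 difference of 0.62, against 0.29 to 0.53 between a depleted and a control library and 0.26 between the controls, and 0 genes passed between ESRRB controls and depleted cells (178 at an unadjusted p under 0.05). Across the 12370 genes with annotation, the deviation of a library from its group mean followed GC content, with a Spearman rho of 0.58 in controls and -0.70 in depleted cells. Genes are not independent replicates in these correlations. With transcript length rho was -0.17 in controls and 0.166 in depleted cells, too weak to decide. The deviations followed those of the ZHBTC4 replicates with a Pearson r of 0.648 in controls and -0.84 in depleted cells. The correlation between same-numbered EKOiE libraries was -0.51, against 0.89 in ZHBTC4 cells. These values are consistent with a technical axis related to GC content that is shared by both cell lines, and with replicate numbers that are crossed between the EKOiE conditions. With the correction for GC content 0 genes passed and 386 had an unadjusted p under 0.05, and with the exchanged block added 0 passed and 459 had an unadjusted p under 0.05. Whether the correction removed the axis was not tested, so that these counts do not show whether the axis accounts for the low number of genes. No biological explanation for the replicate difference was tested, since the design gives no condition that follows it. In ZHBTC4 cells, where same-numbered libraries deviate together, the change of Suv39h1 was 1.06 and 1.03 in the 2 pairs.

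More H3K9me3 regions were higher in the mutants than in WT (76.3%). The choice of regions that pass in any genotype could favour the mutants, but 72.3% were also higher among regions at 3 or more in WT, a choice that favours WT. Leaving out 1 of the 6 libraries lowered the median change to no less than 0.083 over the regions of Supplementary Table S3, so that a single library does not account for the sign. With each genotype centred on its median the change was -0.0080, which centring fixes in advance. This value thus says nothing on the spike-in scaling, and the deposited values offer no other test of it. In the paper's values for repeat families the median was 0.24 for L1 and 0.24 for tRNA. A scaling effect and a global rise would each give such a likeness. In the deposited ChIP-seq values alone, an effect of the scaling cannot be told apart from a rise of H3K9me3 in the mutants. The paper also reports higher H3K9me3 in both clones by immunofluorescence (Fig. 5B), which does not use this scaling and was not recomputed here.

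The rise was larger where WT was low, with 0.40 in the lowest and 0.04 in the highest of 4 equal groups of regions. In the regions of Supplementary Table S3 the lowest and highest group differed by 0.38 with genotype means. When regions were ordered by WT replicate 2 and the change was measured in replicate 1, the difference was 0.119, and when both came from replicate 2 it was 0.62. Noise in the WT level used for the ordering may thus account for part of this pattern. The 0.119 comes from an ordering and a measure that share no library, so that this noise does not account for it if replicates are independent, and its cause was not tested. Whether noise accounts for most of the pattern cannot be told. The choice of regions also favours a rise where WT is low, since 7566 regions below 3 in WT were listed only through a mutant. Its share of the pattern was not tested.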
